# Krill oil treatment ameliorates lipid metabolism imbalance in chronic unpredicted mild stress-induced depression-like behavior in mice

**DOI:** 10.3389/fcell.2023.1180483

**Published:** 2023-07-26

**Authors:** Hao Zhang, Xiaofang Liu, Bo Li, Yi Zhang, Hua Gao, Xianyong Zhao, Kailiang Leng, Zhenhua Song

**Keywords:** major depressive disorder, CUMS, krill oil, transcriptome sequencing, lipid metabolism

## Abstract

The pathology of depression involves various factors including the interaction between genes and the environment. The deficiency of n-3 polyunsaturated fatty acids (n-3 PUFAs) in the brain and depressive symptoms are closely related. Krill oil contains abundant amounts of n-3 PUFAs incorporated in phosphatidylcholine. However, the effect of krill oil treatment on depression-like behaviors induced by chronic stress and its molecular mechanism in the brain remain poorly understood. Here, we used a chronic unpredictable mild stress (CUMS) model to evaluate the effect of krill oil on depression-like behaviors and explored its molecular mechanism through lipid metabolomics and mRNA profiles in the whole brain. We observed that CUMS-induced depression-like behaviors were ameliorated by krill oil supplementation in mice. The metabolism of glycerophospholipids and sphingolipids was disrupted by CUMS treatment, which were ameliorated after krill oil supplementation. Further analysis found that differently expressed genes after krill oil supplementation were mainly enriched in the membrane structures and neuroactive ligand–receptor interaction pathway, which may be responsible for the amelioration of CUMS-induced depression-like behaviors. Altogether, our results uncovered the relationship between lipid metabolism and CUMS, and provided new strategies for the prevention and treatment of depression.

## Introduction

Major depressive disorder (MDD) is one of the most common mental disorders with a high prevalence and mortality rate, and is characterized by depressed mood, loss of interest or pleasure in daily activities, and negative cognition after negative emotional stimuli (Kessler and Bromet, 2013; GBD, 2017 Disease and Injury Incidence and Prevalence Collaborators, 2018). According to the statistics of the World Health Organization (WHO), MDD is the world’s fourth leading cause of disability and is expected to be the leading contributor to suicidal deaths as the increasing number of people living with MDD (Murray and Lopez, 1996; Friedrich, 2017). Despite various hypotheses about MDD pathogenesis proposed in the past few years, the pathophysiological mechanisms that underlie MDD remain unclear (Massart et al., 2012; Cai et al., 2015). The application of antidepressants for different mechanisms is the main method to treat depression, but it is ineffective for a large portion of patients and has side effects (Martinowich et al., 2013; Hodes et al., 2015).

Numerous factors, including genetic and environmental factors, can contribute to depression (Wong et al., 2012; Pigoni et al., 2018). Fatty acids, as important nutrients in the diet, are reported to be associated with depression. Multiple follow-up and experimental studies have confirmed that the intake of saturated fatty acids is proportional to the symptoms of depression. Increasing the intake of monounsaturated fatty acids can reduce the risk of depression in women (Wolfe et al., 2009). In epidemiology, ecological studies show that there is a strong negative correlation between the prevalence of depression and fish consumption among populations. People who rarely eat fish have higher rates of depression (Hibbeln, 1998; Chrysohoou et al., 2010; Smith et al., 2014). Moreover, this preventive effect is largely due to the n-3 polyunsaturated fatty acids (n-3 PUFAs) in fish. Compared to n-6 PUFAs, n-3 PUFAs intake was negatively correlated with the incidence of depression (Levant, 2013; Thesing et al., 2018). Peripheral levels of n-3 PUFAs in patients with MDD were lower than those in patients without MDD, and a fish-rich diet was associated with a reduced incidence of depression (Fehily et al., 1981; Lin et al., 2010; Su et al., 2013; Wani et al., 2015). Compared with the placebo, the incident rates of IFN-α-induced depression were significantly lower in EPA-treated patients but not in DHA-treated patients (Su et al., 2014). Neither EPA-enriched nor DHA-enriched n-3 PUFAs were superior to placebo for the treatment of MDD (Mischoulon et al., 2015). In addition, EPA shows greater efficacy as an adjunctive treatment for mild-to-moderate depression than DHA or placebo. Clinical studies have reported that EPA has antidepressant effects, especially when used in combination with DHA (Nemets et al., 2006; Mocking et al., 2016). Although some therapeutic clinical trials have some limitations, they consistently suggest that n-3 PUFAs may have antidepressant effects (Maki et al., 2009; Konagai et al., 2013).

Krill oil is extracted from Antarctic krill and is also a good source of n-3 PUFAs (Gigliotti et al., 2011). Different from fish oil, which contains abundant amounts of n-3 PUFAs stored as triglycerides, krill oil contains a high amount of n-3 PUFAs incorporated in phosphatidylcholine and a lower content of saturated fatty acids (Ulven and Holven, 2015; Ahn et al., 2018; Kim et al., 2020). Many studies provide evidence that krill oil is absorbed more easily through the gastrointestinal wall and that phospholipids–DHA and partial acylglycerols–DHA are efficient carriers of dietary DHA when compared to conventional triacylglycerol–DHA (Ulven and Holven, 2015; Yurko-Mauro et al., 2015; Destaillats et al., 2018). Supplementation of krill oil increased plasma EPA and DHA concentrations (Maki et al., 2009), and krill oil activated cognitive function in elderly subjects by near-infrared spectroscopy and electroencephalography (Konagai et al., 2013). Wibrand et al. (2013) demonstrated that krill oil was effective for improving depression-like behavior in mice (Strekalova et al., 2011; Hill et al., 2012). However, the molecular mechanism by which krill oil treatment ameliorates depression-like behaviors has not been clarified in mice.

In this study, chronic unpredictable mild stress (CUMS), a well-accepted method used to mimic clinical depression, was used to evaluate the effect of krill oil supplementation on depression-like behaviors. The lipid metabolome was analyzed by high-performance liquid chromatography–mass spectrometry (LC-MS), and the mRNA profiles of the whole brain were analyzed by high-throughput sequencing to reveal the molecular changes. This work will provide a solid basis for the understanding of the effect of krill oil supplementation on CUMS-induced depression-like behavior, reveal lipid metabolism in chronic stress, and provide new strategies for the prevention and treatment of MDD.

## Materials and methods

### Mice

For this study, 8-week-old C57BL/6J male mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. In separate cages, all groups of mice have no restrictions on access to food or water. The mice were housed in a cage of 32 cm × 16 cm × 16 cm with light in the environment between 07:00 and 19:00. The mice were raised in an environment of 22°C ± 2°C and a relative humidity of 55% ± 5%. These standards remain unchanged in CUMS. All experiments were approved by the Animal Use and Care Committee of Qingdao University.

### Procedures for chronic unpredicted mild stress (CUMS) and krill oil supplementation

In the first week of the adaptation experiment, the mice’s body weight, forced swimming test (FST), sucrose preference test (SPT), and Y-maze test (YMT) were measured for the purpose of obtaining self-control. Then, the mice were divided into four groups (*n* = 8 per group), namely, Control + Water (C_W), Control + Oil (C_O), CUMS + Water (MS_W), and CUMS + Oil (MS_O). The scheme for CUMS treatment and krill oil supplementation was carried out, as shown in Figure 1A. Briefly, CUMS treatment included humid cages, social isolation, restrained spaces, inclined cages, empty cages, white noise, circadian rhythm disturbances, and strobe light (Strekalova et al., 2011; Hill et al., 2012), and were randomly carried out in a separate or combined manner for 4 weeks (Xu et al., 2016). From day 28, mice in C_O and MS_O groups received krill oil supplementation once a day at a dose of 200 mg (approximately 215 µL)/kg/d by intragastric administration, while mice in the C_W and MS_W groups were treated with the same volume of water. The composition of krill oil is shown in Table 1.

**FIGURE 1:**
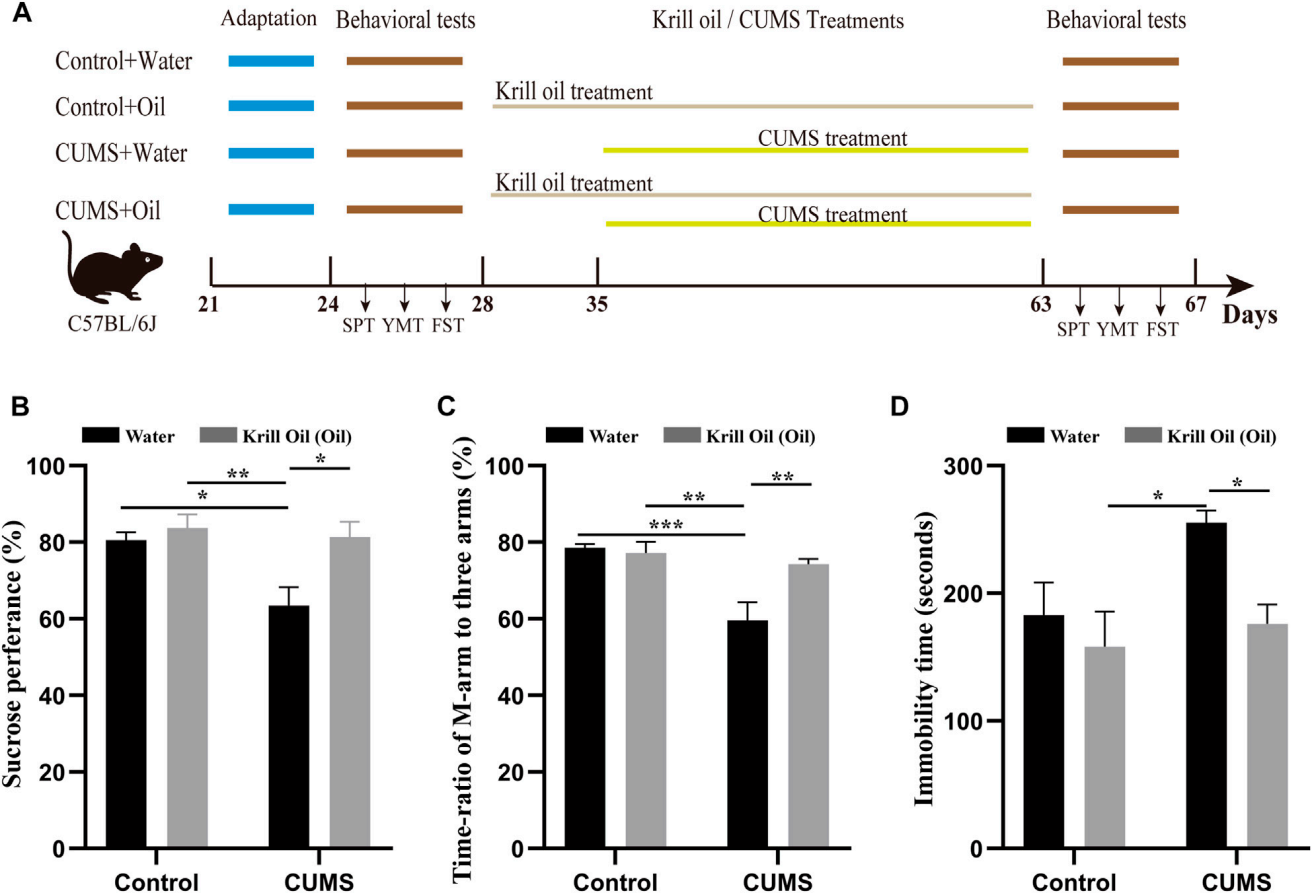
CUMS-induced depression-like behaviors were ameliorated by krill oil treatment. **(A)** Procedure for adaptation, behavioral tests, CUMS, and krill oil treatment. **(B)** Sucrose preference test values (%), C_W (*n* = 8), C_O (*n* = 8), MS_W (*n* = 8), and MS_O (*n* = 8). **(C)** Time ratios of M-arm to three arms (%), C_W (*n* = 8), C_O (*n* = 8), MS_W (*n* = 8), and MS_O (*n* = 8). **(D)** Immobile time of staying in the water cylinder (seconds), C_W (*n* = 8), C_O (*n* = 8), MS_W (*n* = 8), and MS_O (*n* = 8). Behavioral data were analyzed by two-way ANOVA and Tukey’s multiple comparisons test.

**TABLE 1:** List of krill oil components (350 mg).

Composition	Content
Cholesterol	<5 mg
Total n-3 PUFA	90 mg
EPA	50 mg
DHA	24 mg
Phospholipid	130 mg
Astaxanthin	17 μg

The paradigms for the CUMS included circadian disturbance, social isolation, strobe light, tilted cage, white noise, empty cage, restraint space, and damp sawdust cage (Supplementary Table S1). Except for social isolation, such treatments were administered to mice at random in separation or combination every day (Supplementary Table S2). These treatments’ durations and intervals were unpredictable to mice. CUMS was given to the mice for 4 weeks until they developed anhedonia and low self-esteem (Xu et al., 2016). Extreme stresses in a single pattern, such as learned social defeat, hopelessness, tail clamp, or electrical shock, were avoided in our study because they may induce fear memory-related outcomes that lead to anxiety, such as phobia to specific events and post-traumatic stressful disorder.

The SPT was performed with 1% sucrose water *vs.* water over 4 h, with the value provided as the ratio of consumed sucrose water to ingested sucrose water plus pure water. The YMT was studied by keeping a mouse in a specific arm and the other two arms for 3 min. A female mouse (dubbed M-arm) was attached to the end of this particular arm. The ratio of the stay time in the M-arm to that in three arms represented the M-arm stay time. The FST was performed by measuring the immobility time within 5 min in a water cylinder (10 cm diameter and 19 cm depth at 25°C ± 1°C). The mice were deprived of food and water for 3 h before the SPT to drive their desire to consume water. To reduce the effect of odor on the YMT, these arms were wiped with 70% ethanol and then water after each test. These tests were carried out in a calm room with no additional pressure, using the same circadian circle for all mice and observing their adaptation in the test environment.

### Metabolic profiling by liquid chromatography–mass spectrometry (LC-MS)

Mice were anesthetized with isoflurane, perfused with normal saline in intra-heart, and decapitated. The whole brain tissues were collected and thawed on ice, and the metabolites were extracted from 20 µL of each sample with 120 µL pre-cooled 50% methanol buffer. The mixture of metabolites was vortexed for 1 min and incubated for 10 min at room temperature, and then stored at −20°C overnight. The mixture was centrifuged for 20 min. Subsequently, the supernatant was transferred to 96-well plates. The samples were stored at −80°C prior to the LC-MS analysis. A pooled quality control (QC) sample was also prepared by combining 10 μL of each extraction mixture.

All samples were analyzed with a TripleTOF 5600 Plus high-resolution tandem mass spectrometer (SCIEX) with both positive and negative ion modes. Chromatographic separation was performed with an ultraperformance liquid chromatography (UPLC) system (SCIEX). An ACQUITY UPLC T3 column (100 mm × 2.1 mm, 1.8 µm, Waters) was used for the reversed-phase separation. For the separation of metabolites, the mobile phase consisted of solvent A (water and 0.1% formic acid) and solvent B (acetonitrile and 0.1% formic acid). The gradient elution conditions were as follows with a flow rate of 0.4 mL/min: 5% solvent B for 0–0.5 min; 5%–100% solvent B for 0.5–7 min; 100% solvent B for 7–8 min; 100%–5% solvent B for 8–8.1 min; and 5% solvent B for 8.1–10 min. The column temperature was maintained at 35°C.

XCMS software was used to analyze the obtained MS preprocessing data, including peak selection, peak grouping, retention time correction, second peak grouping, and isotope and admixture labeling. The KEGG and HMDB databases were used to annotate metabolites by matching the exact molecular weight of the sample (m/z) to the molecular weight in the database. The intensity of the peak data was further preprocessed by meta X. The Wilcoxon test was used to measure the difference in concentration between the two phenotypes. The use of FDR (Benjamini–Hochberg) was made to adjust *p*-values for multiple tests. The partial least squares regression method was used for discriminant analysis (PLS-DA) to distinguish among groups of different variables. The values of variables (VIP) that are important to the prediction were calculated, and VIP values greater than 1.0 were used as criteria.

### RNA purification from the brain tissues

Three mice were chosen at random from each group for RNA sequencing. The mice were anesthetized with isoflurane, perfused with normal saline in intra-heart, and decapitated. The whole brain tissues were collected and thawed on ice for RNA sequencing. Total RNA was extracted using the TRIzol reagent (Invitrogen, Carlsbad, CA, United States), followed by quality evaluation using the 2100 Bioanalyzer and the RNA 6000 Nano LabChip Kit (Agilent, Santa Clara, CA, United States).

### Library preparation and mRNA sequencing

Reverse transcription of the cleaved RNA fragments was performed by using the mRNA-Seq sample preparation kit (Illumina, San Diego, United States) to construct a cDNA library. Then, the collected samples were sequenced and analyzed on the Illumina HiSeq 4000 (LC Sciences, United States) machine and identified. The paired-end read of 300 bp (±50 bp) is the length we read. To ensure high-quality readings, we need to filter out low-quality readings according to the following three rules: 1) delete reads containing sequencing adaptors; 2) delete reads containing sequencing primers; and 3) delete nucleotides with a quality score lower than 10. For the analysis of RNA sequencing data results, the reads of samples were aligned to the UCSC (http://genome.ucsc.edu/) *Mus musculus* reference genome using the HISAT package. The mapped reads of each sample were assembled using the StringTie. Then, all transcriptomes from the samples were merged to reconstruct a comprehensive transcriptome using Perl scripts. After the final transcriptome was generated, StringTie and Ballgown were used to estimate the expression levels of all transcripts. StringTie was used to determine the expression level of mRNAs by calculating fragments per kilobase million (FPKM).

### Differentially expressed transcript analysis and data analysis

The differentially expressed genes (DEGs) were selected with |log2 (fold change)| >1 and statistical significance (*p*-value < 0.05) by the R package Ballgown.

### Statistical analyses

The initial processing raw data on mRNA expression profiles were performed by using the NOIseq software algorithm. The data on behavioral tests and gene analyses are presented as the mean ± SEM. Behavioral data were analyzed by two-way ANOVA and Tukey’s multiple comparisons test. The differential lipid components and differential genes between groups were statistically analyzed by unpaired Student’s *t*-test. *p* < 0.05 is considered statistically significant.

## Results

### CUMS-induced depression-like behaviors were ameliorated by krill oil in mice

To investigate the effect of treatment with krill oil on CUMS-induced depression-like behaviors, SPT, YMT, and FST were used to determine depression- and antidepression-like behaviors in mice after exposure to various stressors. As shown in Figure 1A, C57BL/6J male mice were divided into four groups, such as C_W, C_O, MS_W, and MS_O. Mice in the C_O and MS_O groups were treated with krill oil for 5 weeks, and mice in the MS_W and MS_O groups were treated with CUMS for 4 weeks. As shown in Figures 1B–D, in the MS_W group, the SPT values (83.26 ± 2.66 *vs.* 63.47 ± 4.79, *p* < 0.05, n = 8) (Figure 1B; Supplementary Tables S3, S4) and the ratios of stay time in M-arm to stay time in total arms (80.31 ± 2.68 *vs.* 59.59 ± 4.73, *p* < 0.01, *n* = 8) (Figure 1C; Supplementary Tables S5, S6) significantly decreased after 4-week treatments, and the values of FSTs immobile time were 255.3 ± 9.60 after treatment and 171.3 ± 33.79 before the CUMS treatment (*p* < 0.05, *n* = 8) (Figure 1D; Supplementary Tables S7, S8). These results suggested that mice exposed to CUMS over a long period of time exhibited depression-like behaviors. Furthermore, it is noteworthy that comparisons between MS_W and C_W, MS_W and C_O, and MS_W and MS_O showed significant differences in SPT, YMT, and FST, respectively (Figures 1B–D; Supplementary Tables S3–S8). Excitingly, we found that the SPT and YMT values significantly increased in the MS_O group compared with the MS_W group, and the values of FST’s immobile time significantly decreased in the MS_O group compared with the MS_W group (Figures 1B–D; Supplementary Tables S3–S8). These results suggested that CUMS-induced depression-like behaviors were ameliorated by krill oil treatment.

### Lipid composition was altered after CUMS treatment in the MS_W group

Although changes in lipid metabolism have been reported in some regions of the rat brain (Oliveira et al., 2016), the investigation of lipid metabolism in the whole brain is lacking. Here, we isolated the whole brain of mice in the C_W, C_O, MS_W, and MS_O groups after CUMS treatment, and analyzed the lipid metabolome using high-performance LC-MS (Supplementary Table S9). The pattern discriminant analysis of relevant data was carried out by partial least squares discriminant analysis (PLS-DA). As shown in Figures 2A, B, compared to the samples in the C_W group, samples in the MS_W group in both positive and negative modes were clustered tightly according to the PLS-DA scores, which indicated that significant alterations of endogenous metabolites were caused by CUMS treatment. As shown in Figure 2C, compared to the C_W group, 229 differential metabolites were observed in the MS_W group under the positive mode, of which 72 metabolites were upregulated and 157 metabolites were downregulated. In addition, there were 62 upregulated metabolites and 70 downregulated metabolites in the MS_W group under the negative mode when compared with the C_W group (Figure 2D). Furthermore, the volcano plot analysis of the differential metabolites in C_W mice compared to MS_W mice under the positive and negative modes also found that differential metabolites under the positive mode were mainly rich in fatty acyls, glycerolipids, glycerophospholipids, and sphingolipids, as well as glycerophospholipids and sphingolipids under the negative mode (Figures 2E, F). These results suggested that lipid composition was altered after CUMS treatment in mice.

**FIGURE 2:**
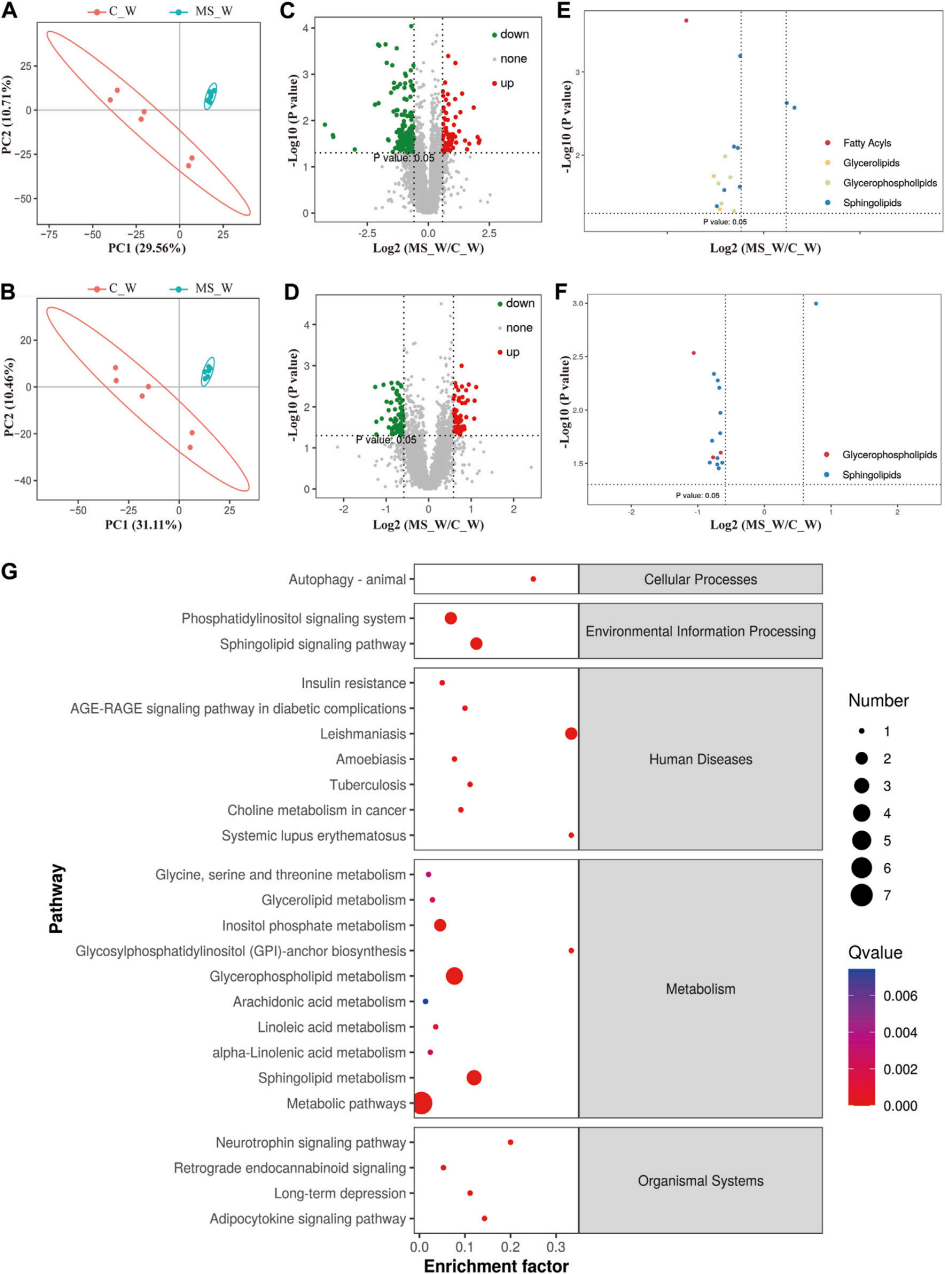
Lipid composition was altered after CUMS treatment. **(A,B)** PLS-DA score plots of samples prepared from C_W and MS_W mice under positive **(A)** and negative modes **(B)**. **(C,D)** Volcano plot analysis of the differential metabolites in C_W mice compared to MS_W mice under the positive **(C)** and negative modes **(D)**. **(E,F)** Volcano plot analysis of the differential metabolites cluster in C_W mice compared to MS_W mice under positive **(E)** and negative modes **(F)**. **(G)** Pathway enrichment analysis of potential biomarkers between the C_W and MS_W groups.

### Identification of potential marker metabolites after CUMS treatments in the MS_W group

To further investigate the disturbance of lipid metabolism by CUMS, potential marker metabolites were identified based on the comparison of the spectrum of secondary fragment ions. As shown in Table 2, numerous metabolites were differentially regulated by CUMS treatment, such as acylcarnitine, ceramide [Non-hydroxy fatty acid sphingosine] (Cer[NS]), diacylglycerol (DG), sphingomyelin (SM), phosphatidylserine (PS), and plasmenyl-phosphatidylcholine (Plasmenyl-PC). Acylcarnitine is the intermediate metabolite produced during fatty acid β-oxidation (FAO) [19720082], and the acylcarnitine 17:3 level was significantly affected after CUMS treatment (∼4-fold decrease). In addition, most of these differential metabolites are ceramides including Cer[NS] 34:1, Cer[NS] 34:2, Cer[NS] 35:1, Cer[NS] 36:1, Cer[NS] 38:1, Cer[NS] 38:4, Cer[NS] 40:1, Cer[NS] 40:2, Cer[NS] 41:1, Cer[NS] 41:2, and Cer[NS] 42:2, and the amount of these ceramides consistently decreased after CUMS treatment. Interestingly, the levels of SMs (products of PS and ceramide) were elevated after CUMS treatment, accompanied by a decrease in PS 36:1, PS 36:2, PS 38:4, PS 40:4, and PS 40:6 levels. Furthermore, the levels of plasmenyl-PC 36:6 decreased in response to CUMS treatment, and docosahexaenoic acid (DHA)-related metabolites including PS (18:0/22:6) and PC (P-14:0/22:6) were lowered after CUMS treatment.

**TABLE 2:** List of differential metabolites for discrimination between the C_W and MS_W groups from brain analysis.

t_R_ (min)	Metabolite	Formula	Ionization mode	Measured m/z	Fold change	VIP score	*p*-value	FDR
2.12	Acylcarnitine 17:3	C_24_H_42_NO_4_	POS	408.31	0.25	3.41	0.0002	0.1508
4.15	Cer[NS] 34:2; Cer[NS](d18:2/16:0)	C_34_H_65_NO_3_	POS	536.50	0.57	1.74	0.0079	0.3152
4.47	Cer[NS] 34:1; Cer[NS](d18:1/16:0)	C_34_H_67_NO_3_	POS	538.52	0.62	1.54	0.02396	0.3548
4.81	Cer[NS] 36:1; Cer[NS](d18:1/18:0)	C_36_H_71_NO_3_	POS	566.55	0.49	1.97	0.026238	0.3548
4.83	Cer[NS] 38:4; Cer[NS](d20:3/18:1)	C_38_H_69_NO_3_	POS	588.53	0.62	1.66	0.0006	0.2012
5.11	Cer[NS] 38:1; Cer[NS](d20:1/18:0)	C_38_H_75_NO_3_	POS	594.58	0.58	1.62	0.00827	0.3189
5.19	Cer[NS] 42:2; Cer[NS](d18:1/24:1)	C_42_H_81_NO_3_	POS	648.63	0.38	2.00	0.0410	0.36099
4.77	DG 36:4; DG(16:0/20:4)	C_39_H_68_O_5_	POS	634.54	0.41	2.27	0.0178	0.3548
5.07	DG 38:4; DG(18:0/20:4)	C_41_H_72_O_5_	POS	662.57	0.46	2.05	0.0446	0.3651
4.59	SM 36:2; SM(d14:0/22:2)	C_41_H_81_N_2_O_6_P	POS	729.59	1.69	1.88	0.0024	0.2501
4.99	SM 36:1; SM(d14:0/22:1)	C_41_H_83_N_2_O_6_P	POS	731.60	1.98	1.95	0.0027	0.2501
5.11	PS 36:2; PS(18:1/18:1)	C_42_H_78_NO_10_P	POS	786.51	0.63	1.95	0.0219	0.3548
8.41	PS 38:4; PS(19:2/19:2)	C_44_H_78_NO_10_P	POS	812.54	0.43	1.97	0.0382	0.3580
4.32	PS 40:6; PS(18:0/22:6)	C_46_H_78_NO_10_P	POS	836.54	0.49	1.90	0.0103	0.3548
8.41	PS 40:4; PS(20:2/20:2)	C_46_H_82_NO_10_P	POS	840.57	0.53	1.69	0.0468	0.3678
4.81	Cer[NS] 36:1; Cer[NS](d18:1/18:0)	C_36_H_71_NO_3_	NEG	566.55	0.59	1.85	0.0046	0.2468
4.47	Cer[NS] 34:1; Cer[NS](d18:1/16:0)	C_34_H_67_NO_3_	NEG	538.52	0.63	1.60	0.0106	0.2669
4.61	Cer[NS] 35:1; Cer[NS](d17:1/18:0)	C_35_H_69_NO_3_	NEG	596.51	0.61	1.59	0.0324	0.2938
5.11	Cer[NS] 38:1; Cer[NS](d20:1/18:0)	C_38_H_75_NO_3_	NEG	638.56	0.63	1.70	0.0062	0.2502
5.13	Cer[NS] 40:2; Cer[NS](d18:1/22:1)	C_40_H_77_NO_3_	NEG	664.58	0.63	1.59	0.0165	0.2669
5.40	Cer[NS] 40:1; Cer[NS](d18:1/22:0)	C_40_H_79_NO_3_	NEG	666.60	0.62	1.56	0.0352	0.2987
5.54	Cer[NS] 41:1; Cer[NS](d18:1/23:0)	C_41_H_81_NO_3_	NEG	680.61	0.61	1.62	0.0283	0.2911
5.39	Cer[NS] 42:2; Cer[NS](d18:1/24:1)	C_42_H_81_NO_3_	NEG	648.63	0.43	1.73	0.0311	0.2913
5.39	Cer[NS] 42:1; Cer[NS](d18:1/24:0)	C_42_H_83_NO_3_	NEG	694.61	0.58	1.75	0.01944	0.2669
4.99	SM 36:1; SM(d18:1/18:0)	C_41_H_83_N_2_O_6_P	NEG	775.58	1.71	2.11	0.0010	0.2029
5.11	PS 36:2; PS(18:1/18:1)	C_42_H_78_NO_10_P	NEG	786.51	0.63	2.26	0.0029	0.2272
3.49	Plasmenyl-PC 36:6; PC(P-14:0/22:6)	C_44_H_76_NO_7_P	NEG	806.53	0.63	1.65	0.0251	0.2817
8.30	PS 40:4; PS(18:0/22:4)	C_46_H_82_NO_10_P	NEG	838.55	0.58	1.58	0.0278	0.2902

Note: tR, retention time; Cer[NS], ceramide [non-hydroxy fatty acid sphingosine]; DG, diacylglycerol; SM, sphingomyelin; PS, phosphatidylserine; Plasmenyl-PC, plasmenyl-phosphatidylcholine; VIP, variable importance projection.

For further investigation, pathway enrichment analysis was conducted based on the extracted differential metabolites. As shown in Figure 2G, the significantly altered potential marker metabolites were mainly distributed into three metabolic pathways, namely, glycerophospholipid metabolism, sphingolipid metabolism, and inositol phosphate metabolism pathway.

### Krill oil treatment ameliorating CUMS-induced lipid metabolism imbalance in mice

To further investigate whether krill oil ameliorates CUMS-induced lipid metabolism imbalance just as it ameliorates CUMS-induced depression-like behaviors, the lipid metabolism of the whole brain in the C_O and MS_O groups was analyzed (Supplementary Table S10). As shown in Figures 3A, B, compared to the samples in the C_O group, samples of the MS_O group in both positive and negative modes were not clustered tightly according to the PLS-DA scores, which indicated that CUMS treatment did not lead to significant alterations of endogenous metabolites in the presence of krill oil. In addition, compared with the C_O group, there were only 30 upregulated metabolites and 54 downregulated metabolites in the MS_O group under the positive mode, as well as 42 upregulated metabolites and 15 downregulated metabolites under the negative mode (Figures 3C–F). Furthermore, based on the comparison of the spectrum of secondary fragment ions, differential metabolites were identified between the C_O and MS_O groups. As shown in Table 3, only four differential metabolites, including glucosylceramide (GlcCer [NS]), triglyceride 52:3 (TG 52:3), triglyceride 54:3 (TG 52:3), and phosphatidylinositol 40:6 (PI 40:6), were identified. Interestingly, all the differential metabolites between the C_W and MS_W groups did not show significant changes in C_O *vs.* MS_O comparison. These results suggested that krill oil treatment ameliorated CUMS-induced lipid metabolism imbalances in mice.

**FIGURE 3:**
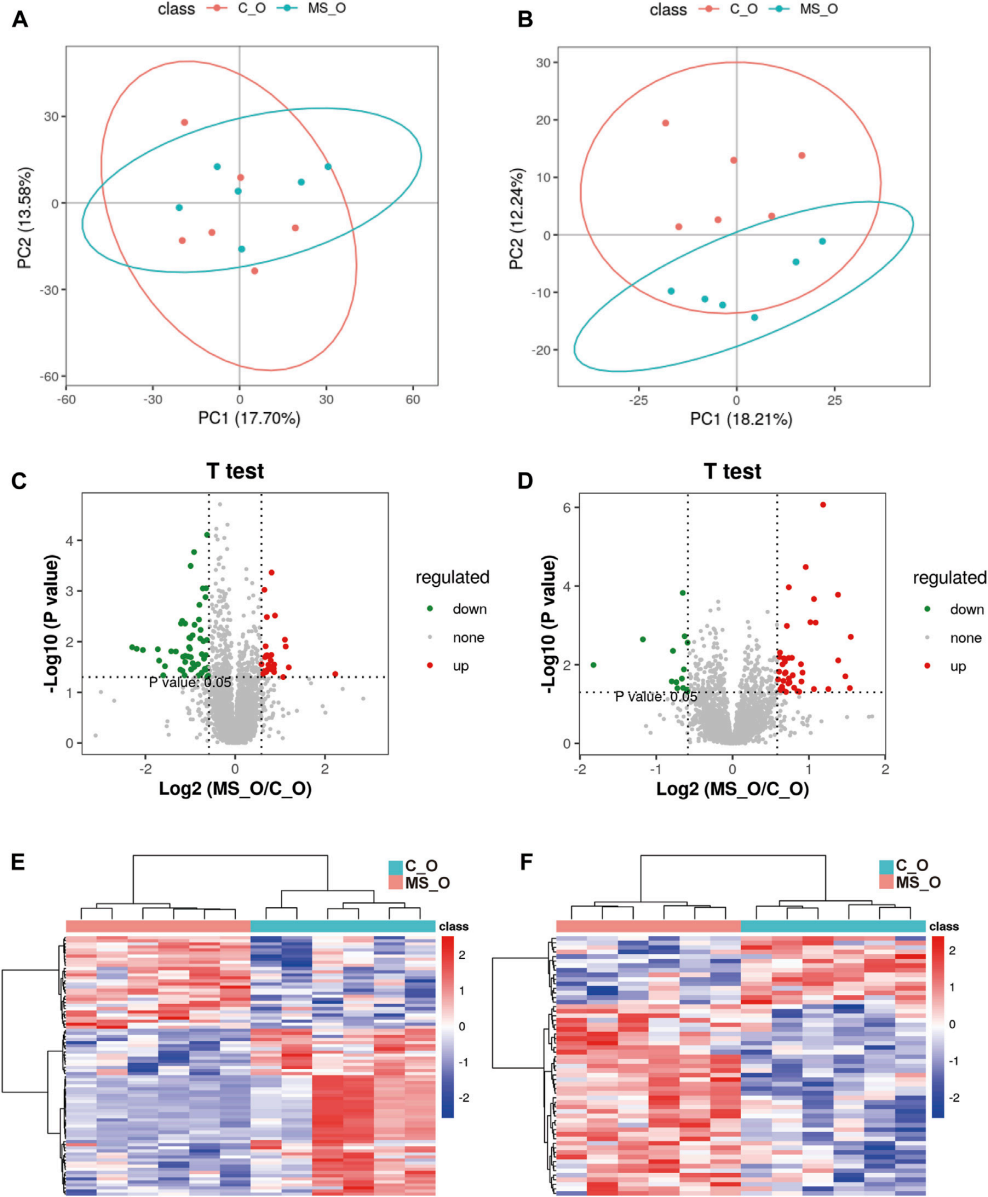
Krill oil supplement ameliorating CUMS-induced lipid metabolism imbalance in mice. **(A,B)** PLS-DA score plots of samples prepared from C_O and MS_O mice under positive **(A)** and negative modes **(B)**. **(C,D)** Volcano plot analysis of the differential metabolites in C_O mice compared to MS_O mice under positive **(C)** and negative modes **(D)**. **(E,F)** Heatmap of the level of differential metabolites in C_O mice compared to MS_O mice under positive **(E)** and negative modes **(F)**.

**TABLE 3:** List of differential metabolites for discrimination between the C_O and MS_O groups from brain analysis.

t_R_ (min)	Metabolite	Formula	Ionization mode	Measured m/z	Fold change	VIP score	*p*-value	FDR
5.86	GlcCer[NS] 42:1; GlcCer[NS](d18:1/24:0)	C_48_H_93_NO_8_	POS	812.69	1.57	2.27	0.0401	0.5713
6.5	TG 52:3; TG(16:0/18:1/18:2)	C_55_H_100_O_6_	POS	874.78	0.51	3.24	0.03524	0.5606
6.63	TG 54:3; TG(18:1/18:1/18:1)	C_57_H_104_O_6_	POS	902.81	0.63	2.58	0.0360	0.5606
3.57	PI 40:6; PI(18:0/22:6)	C_49_H_83_O_13_P	NEG	909.53	0.66	2.60	0.0027	0.2387

Note: t_R_, retention time; GlcCer[NS], glucosylceramide [NS]; TG, triglyceride; PI, phosphatidylinositol; VIP, variable importance projection.

To further investigate the lipid metabolism difference between water and oil after CUMS treatment, the lipid metabolism of the whole brain in the MS_W and MS_O groups was analyzed (Supplementary Table S11). As shown in Table 4, three differential metabolites, namely, GlcCer [NS] 42:2 [GlcCer [NS](d18:1/24:1)], PC 40:2 [PC(18:1/22:1)], and LysoPE 20:1, were identified. Comparing to the samples in the MS_W group, the levels of GlcCer [NS] 42:2 and LysoPE 20:1 significantly increased in the MS_W group and the level of PC 40:2 decreased.

**TABLE 4:** List of differential metabolites for discrimination between the MS_W and MS_O groups from brain analysis.

t_R_ (min)	Metabolite	Formula	Ionization mode	Measured m/z	Fold change	VIP score	*p*-value	FDR
5.19	GlcCer[NS] 42:2; GlcCer[NS](d18:1/24:1)	C_48_H_91_NO_8_	POS	810.68	1.51	2.34	0.0338	0.8625
6.61	PC 40:2; PC(18:1/22:1)	C_48_H_92_NO_8_P	POS	842.66	0.59	2.40	0.0402	0.8654
1.81	LysoPE 20:1	C_25_H_50_NO_7_P	NEG	506.31	1.67	2.94	0.0314	0.6045

Note: t_R_, retention time; GlcCer[NS], glucosylceramide [NS]; PC, phosphatidylcholine; LysoPE, lyso-phosphatidylethanolamine; VIP, variable importance projection.

### Transcriptomic profiles of mouse brains under CUMS treatment with or without krill oil

To investigate the potential molecular mechanisms underlying krill oil treatment ameliorating CUMS-induced depression-like behaviors, transcriptomic analysis was carried out in the whole brain of mice from the C_W, MS_W, C_O, and MS_O groups. 

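Total RNA from the whole brain of 12 male mice was sequenced, with 3 mice in each of the C_W, C_O, MS_W and MS_O groups. Each mouse gave 1 library, which is named here by its group and mouse number, such as MS_W95. The C_O and MS_O mice were given krill oil at 200 mg/kg per day for 5 weeks, the C_W and MS_W mice were given water, and CUMS lasted 4 weeks in the MS_W and MS_O mice. The authors aligned the reads with HISAT, assembled and merged transcripts with StringTie and estimated expression with Ballgown. Their table gave an FPKM (fragments per kilobase of transcript, scaled to mapped fragments) and an estimated count for 55385 genes in every library, and a gene without signal was listed at an FPKM of 0.0001. The 21393 genes with a mean FPKM of at least 0.1 over the 12 libraries were tested. A single limma fit (lmFit, then eBayes with trend) of the 4 groups to log2(FPKM + 1) gave the pairwise comparisons and the interaction of CUMS and krill oil, and p was adjusted by the Benjamini-Hochberg method over all tested genes. DEGs were called by the paper's criteria, which are an unadjusted p under 0.05 and an absolute log2 ratio of the group mean FPKM above 1. A log2 fold change (log2FC) is otherwise the difference between the group means of log2(FPKM + 1), given with its standard error (SE). FPKM is given as mean ± SD of 3 mice. Comparing 3 mice with 3, an exact two-sided permutation test cannot give a p below 0.1. Gene coordinates are those of the authors' table on mouse genome build GRCm38, and 94.3% of the genes had the same start and end in release 21 of the GENCODE mouse annotation.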

Overall qualities of RNA and the amount of reads mapped are shown in Supplementary Table S12. 

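Estimated counts, which the authors' table derives from coverage, summed to between 50912906 and 75678721 per library (median 59331216). Their median per group was 74795814 in C_W, 56057766 in C_O, 56869130 in MS_W and 57053930 in MS_O. The paper's Table S12 reports between 35552302 and 52964512 valid reads per library, of which 94.55% to 96.2% were mapped. Between 52.42% and 55.03% of all genes in a library were listed at an FPKM of 0.0001. Libraries C_O72 and MS_W95 stood apart from the other 10. Across 21359 genes, which are not independent replicates, Pearson's r of log2(FPKM + 1) was 0.97 between these 2 libraries, at most 0.937 between either of them and the other 10, and at least 0.959 among the other 10. Hoxc4, a regulator expressed in the hindbrain and spinal cord, had an FPKM of 1.82 and 4.51 in these 2 libraries and was listed at 0.0001 in each of the other 10. Each comparison of the groups is therefore also given for the 10 libraries without C_O72 and MS_W95, an alternative that was chosen after seeing the data.

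**Figure D1:**
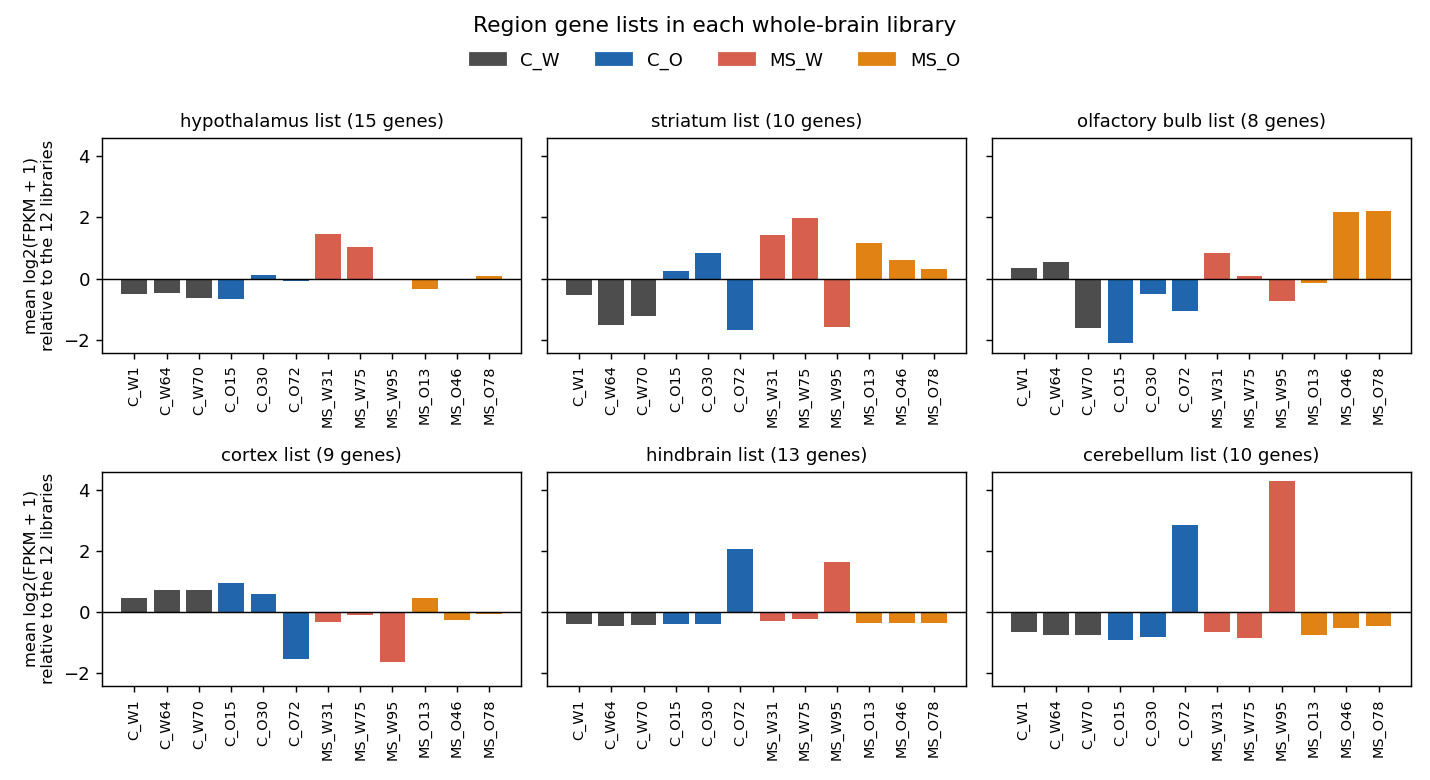
Score of 6 lists of genes with known regional expression in each of the 12 libraries, coloured by group. A bar is the mean of log2(FPKM + 1) over the genes of a list, relative to the mean of the 12 libraries. The hindbrain score of C_O72 is 2.06 and its cerebellum score is 2.83.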

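CUMS without krill oil gave 983 DEGs between the C_W and MS_W groups, of which 534 were higher and 449 lower in MS_W. The mean FPKM over the 12 libraries was below 1 for 62.1% of these DEGs. With region scores as covariates, 196 DEGs were called. This alternative was chosen after seeing the data and moved this count most. The region scores used were of hindbrain with cerebellum, striatum and olfactory bulb, so hypothalamus and cortex were not adjusted for. The covariates also took degrees of freedom, and the ratio of mean FPKM stayed unadjusted. A lower count therefore does not by itself point to tissue content. With the fold change taken from the limma difference of log2(FPKM + 1), 264 DEGs were called. With each library centred on its median, 346 DEGs were higher and 631 lower. An unadjusted p under 0.05 was reached by 2245 genes, against 1070 by chance. The FPKM of the 2 groups did not overlap for 5252 genes (24.6%), against the 10% that chance gives. After adjustment, 1 gene passed 0.05. Doc2b (ENSMUSG00000020848, chromosome 11, 75768966 to 75796049) had an FPKM of 18 ± 1.77 in MS_W and 2.88 ± 0.648 in C_W, a log2FC of 2.30 (SE 0.196, limma, adjusted p = 0.00542), and was higher in every MS_W mouse. The number of genes past the adjusted threshold rested on single libraries. It was 6, 2 and 3 without C_W1, C_W64 or C_W70, 58 without MS_W95, and 0 without MS_W75, where 2183 genes had an unadjusted p under 0.05. The 10 libraries gave 1242 DEGs and 246 genes past the adjusted threshold, 220 of them higher in MS_W.

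Dlk1 (ENSMUSG00000040856, chromosome 12, 109452823 to 109463336) had an FPKM of 9.28 ± 0.544 in MS_W and 0.187 ± 0.0655 in C_W, with an adjusted limma p of 0.0606. Among the C_O mice it was 4.08 in C_O72 and below that in the others. Calcr (ENSMUSG00000023964, chromosome 6, 3685680 to 3764714) was listed at 0.0001 in every C_W mouse and had an FPKM of 1.14 ± 0.266 in MS_W. For Arhgap36 (ENSMUSG00000036198, chromosome X, 49463945 to 49500244) the FPKM was 4.97 ± 0.24 in MS_W, 0.159 ± 0.0525 in C_W and 6.23 in C_O72. In the 10 libraries, Avp (ENSMUSG00000037727, chromosome 2, 130580620 to 130582554) had the largest rise of these 246 genes, a log2FC of 5.31 (SE 0.602, limma, adjusted p = 0.00709). Its FPKM was 32.3 in MS_W31 and 59.3 in MS_W75 but 0.185 in MS_W95, and at most 0.435 in C_W. Oxt followed the same pattern, with an FPKM of 20.2, 32.7 and 0.392 in these MS_W mice. Slc17a7 was lower, with an FPKM of 106 in MS_W31, 100 in MS_W75 and 41.5 in MS_W95 against 271 ± 18.4 in C_W.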

As shown in Figure 4 and Supplementary Table S13, compared to the C_W group, 1,096 DEGs were identified in the MS_W group, of which 697 DEGs were upregulated and 399 DEGs were downregulated. In addition, 673 DEGs were identified between the C_O and MS_O groups, of which 398 DEGs were upregulated and 275 DEGs were downregulated. These results indicated that the transcriptomic profiles of mouse brains were altered by CUMS treatment with or without krill oil.

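With krill oil, 764 DEGs separated the C_O and MS_O groups, 603 higher and 161 lower in MS_O, and 60.5% of them had a mean FPKM below 1. Centring each library on its median gave 438 higher and 323 lower. The count was 1251 without MS_O13 and 474 without MS_O46, and 916 over the 10 libraries. Of all tested genes, 1899 had an unadjusted p under 0.05 and 12.2% did not overlap between the groups, where chance gives 10%. Only Mapt passed the adjusted threshold (ENSMUSG00000018411, chromosome 11, 104231390 to 104332090). Its FPKM was 11 ± 0.72 in MS_O and 64.3 ± 9.24 in C_O, a log2FC of -2.43 (SE 0.178, limma, adjusted p = 0.00122). It was between 52.4 and 96.7 in all 9 libraries outside MS_O, and Mapt was 1 of 27 abundant genes whose libraries fell at 2 separate levels, each gene with its own division of the libraries. Past the adjusted threshold were 4 genes without C_O15, 2 without C_O30, C_O72 or MS_O46, and 112 without MS_O13. In the fit of 10 libraries they were Mapt, Gm10233 and Eif4h. Eif4h had an FPKM of 29.4 in both C_O15 and C_O30 and of 68.6 to 77.3 in the other libraries, C_O72 among them.

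Ak4 (ENSMUSG00000028527, chromosome 4, 101419277 to 101466995) had an FPKM of 10.6 ± 1.46 in C_O and 1.02 ± 0.485 in MS_O. Gm28051 (ENSMUSG00000098530, chromosome 12, 102719975 to 102757765), whose exons overlap those of other genes, was listed at 0.0001 in every MS_O and MS_W mouse and had an FPKM of 3.07 ± 0.497 in C_O. It was also listed at 0.0001 in C_W1.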

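The C_W vs. MS_W and C_O vs. MS_O comparisons shared 63 DEGs, of which 36 changed in the same direction and 27 in opposite directions. Across the tested genes, which are not independent replicates, Pearson's r between the log2FC of these comparisons was -0.062. It was above 0 without C_O72 (0.328), MS_W95 (0.217) or MS_O13 (0.042), and 0.348 over the 10 libraries. Of 18 lists of genes with known regional or cell-type expression, 8 had scores that did not overlap between C_W and MS_W (exact permutation p = 0.1, adjusted p = 0.6 over 72 comparisons). The score was higher in MS_W for the hypothalamus (1.36), hindbrain (0.79), midbrain dopamine (0.57), meninges (0.56), thalamus (0.42) and astrocyte (0.32) lists, on the log2 scale. It was lower for the cortex (-1.31) and immediate early (-0.97) lists. Several of these differences came largely from MS_W95. Without it they were 0.16 for hindbrain, 0.35 for midbrain dopamine, 0.22 for thalamus, 0.15 for astrocyte, -0.85 for cortex and -0.39 for immediate early, while hypothalamus (1.78) and meninges (0.51) changed less. The scores of the other 10 lists overlapped, and the differences were 1.70 for striatum, 1.63 for cerebellum, 0.41 for choroid plexus, 0.30 for olfactory bulb, 0.25 for oligodendrocyte, 0.16 for endothelium, 0.006 for pituitary, -0.12 for microglia, -0.13 for hippocampus and -1.36 for blood. Of these, without MS_W95, striatum (2.80) and blood (-2.54) no longer overlapped, and cerebellum (-0.04), choroid plexus (-0.57), pituitary (-0.03), microglia (0.17) and hippocampus (0.02) changed sign. Between C_O and MS_O, only the olfactory bulb list did not overlap, with a score 2.63 higher in MS_O. That number was 6 without C_O30, 5 without C_O72, and 2 without C_O15, MS_O13 or MS_O78. Groups that do not overlap cannot come to overlap when libraries are left out, so such numbers can only stay or rise. In the 10 libraries, 10 lists did not overlap between C_W and MS_W and 5 between C_O and MS_O.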

**FIGURE 4:**
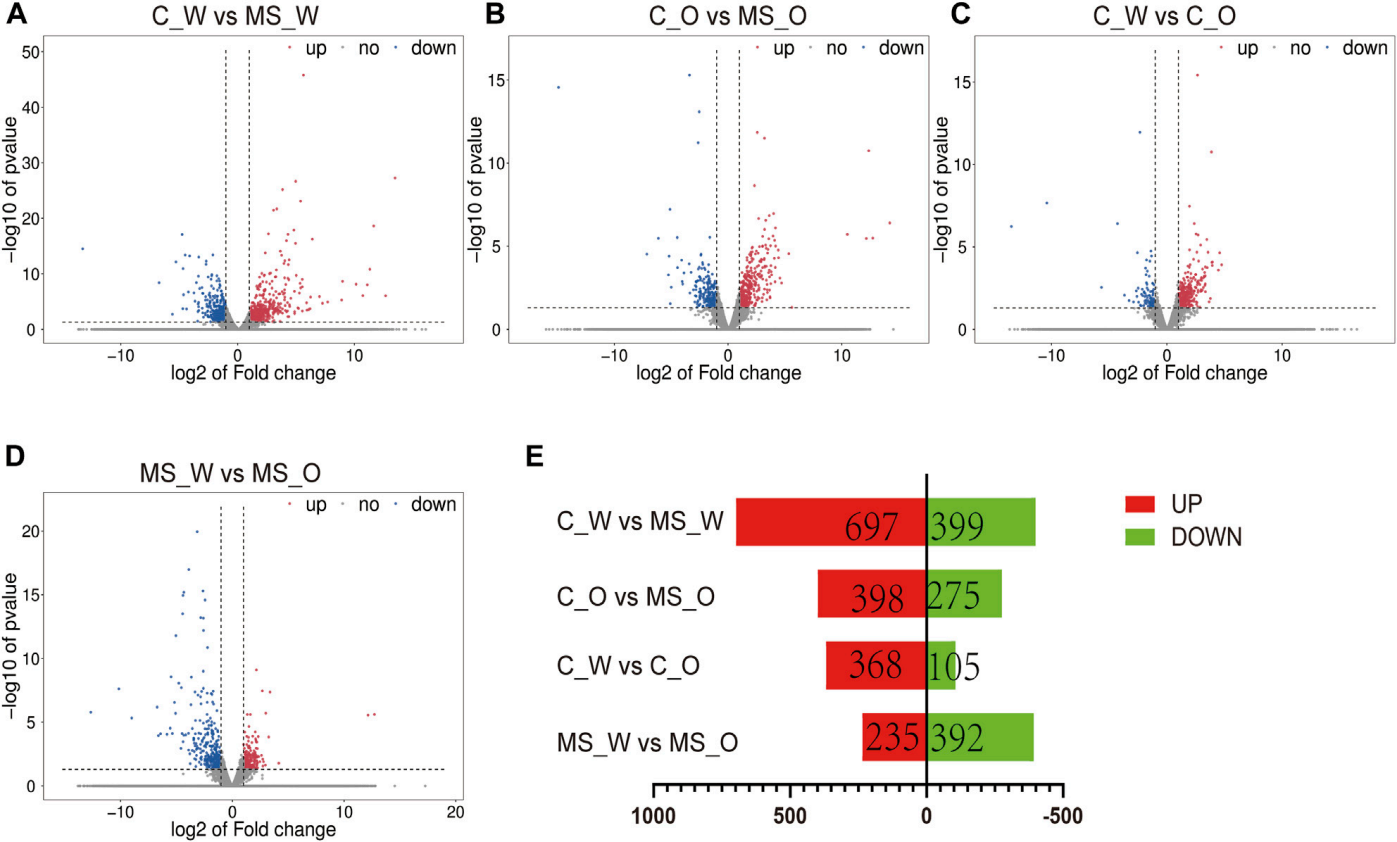
mRNA expression profiles of the whole brain in C_W, MS_W, C_O, and MS_O mice. **(A–D)** MA plot displays the DEG distribution between C_W and MS_W mice, C_O and MS_O mice, C_W and C_O mice, and MS_W and MS_O mice. **(E)** Bar graph shows the number of statistical DEGs.

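Without CUMS, krill oil gave 377 DEGs between the C_W and C_O groups, 185 higher and 192 lower in C_O. On the estimated counts, most DEGs were higher in C_O, with 399 higher and 122 lower by edgeR and 465 and 147 by DESeq2, both chosen after seeing the data. No gene passed the adjusted threshold (smallest adjusted p 0.908), and 760 genes had an unadjusted p under 0.05, fewer than the number that chance gives. The 2 groups did not overlap for 9.4% of genes, near the 10% of chance. The DEG count was 888 without C_O15, 589 without C_O30 and 251 without C_O72, and 350 over the 10 libraries. Leaving out a single library put 4 genes (without C_W1), 2 (without C_W64 or C_O15) or 1 (without C_W70, C_O30 or C_O72) past the adjusted threshold. Over the 10 libraries it was Eif4h alone, with a log2FC of -1.24 (SE 0.064, limma, adjusted p = 0.000624). Ak4 was higher in each C_O mouse, with an FPKM of 1.67 ± 0.341 in C_W. Nek7 (ENSMUSG00000026393, chromosome 1, 138482875 to 138620141) had an FPKM of 1.19 ± 0.345 in C_O and 5.98 ± 0.532 in C_W. For Hrh1 (ENSMUSG00000053004, chromosome 6, 114397936 to 114483296) it was 2.4 ± 1.14 in C_O and 0.164 ± 0.0582 in C_W. Shank2 (ENSMUSG00000037541, chromosome 7, 144001928 to 144424494) fell from 15.1 ± 0.318 in C_W to 6.06 ± 1.54 in C_O, with an adjusted limma p of 0.908 that was from 0.00504 (DESeq2) to 1 over the alternatives. Rbpj-ps3 rose to an FPKM of 0.616 ± 0.0688 in C_O. Gm20458, which overlaps exons of Dbndd2 and Sys1, was listed at 0.0001 in every C_O mouse and had an FPKM of 0.386 ± 0.14 in C_W.

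Of 6503 GO terms, 11 passed an adjusted p of 0.05 among these DEGs by a one-sided Fisher's exact test. Immune response came first with 12 of 132 genes, all higher in C_O, against 1.61 by chance (adjusted p = 0.000468). No KEGG pathway passed, and 9 had an unadjusted p under 0.05. Without C_O15, 33 GO terms and pathways passed, against 3 without C_W1 and 2 without C_W70. None passed without C_W64 or C_O72, where 134 and 163 had an unadjusted p under 0.05. Cx3cl1, the most abundant of the immune response DEGs, had an FPKM of 233 in C_O15, 27 in C_O30 and 43.3 in C_O72, against 24.2 ± 1.34 in C_W. The hindbrain (0.84) and meninges (0.78) lists had higher scores in every C_O mouse than in any C_W mouse (exact permutation p = 0.1). Without C_O72 these differences were 0.02 and 0.46. Lists without overlap of the groups numbered 6 without C_O15 (4 higher and 2 lower in C_O) and 4 without C_O72 (3 higher and 1 lower). Leaving out a library can only keep or raise this number.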

In order to obtain better insights into the molecular function of these DEGs, GO and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were performed in the C_W *vs.* MS_W (CUMS treatment without krill oil) comparison and the C_O *vs.* MS_O comparison (CUMS treatment with krill oil). 

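DEGs of the C_W vs. MS_W comparison were tested for each GO term with at least 5 tested genes by a one-sided Fisher's exact test against all 15125 tested genes with an annotation. Of 6503 terms, 60 passed an adjusted p of 0.05. Of the 20 terms in Supplementary Table S14, 13 passed and 18 had an unadjusted p under 0.05. First in rank was the G protein-coupled receptor signaling pathway, with 63 of its 391 genes against 16.2 by chance (adjusted p = 4.92e-17). The extracellular region term held 93 DEGs against 41.6 by chance (adjusted p = 1.87e-10). All 16 DEGs of the neuropeptide signaling pathway were higher in MS_W (3.19 by chance, adjusted p = 8.84e-05). Multicellular organism development held 62 DEGs against 33.9 by chance (adjusted p = 0.00105), 32 higher and 30 lower, but 6 DEGs with region scores as covariates. Protein binding held 220 DEGs against 233 by chance, and neuronal cell body 25 against 21.7. With the GO and KEGG counts together, 62 terms passed, and restricting the tested genes to those with a mean FPKM of at least 1 gave 32. Without MS_W95, 109 passed, but only 20 without MS_W75, 28 without MS_W31, 31 without C_W64 and 40 without C_W70. With 10 libraries 121 passed.

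The most abundant DEGs of these terms differed within the MS_W group. Penk had an FPKM of 349 in MS_W31, 468 in MS_W75 and 84.9 in MS_W95, against 56.5 ± 20.6 in C_W. Sparc had an FPKM of 115, 97.6 and 316 in the same mice, against 36.1 ± 6.02 in C_W, and 293 in C_O72. Cartpt rose from 3.22 ± 1.21 in C_W to 21.4 ± 7.95 in MS_W (limma, adjusted p = 0.147). Terms were also tested as whole sets of genes with camera at a preset correlation of 0.01, adjusted over the list alone, which is not independent evidence because the study chose the terms on these libraries. Positive regulation of renal sodium excretion passed (14 genes, 12 higher in MS_W, adjusted p = 0.000586), and it was the only one of the 40 GO terms and pathways of this comparison to do so. It also passed fry (adjusted p = 0.0346) but not camera with an estimated correlation, under which no term passed in any of the 3 comparisons and 1 in each had an unadjusted p under 0.05.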

In the C_W *vs.* MS_W comparison, the top 20 enriched GO terms included multicellular organism development (biological process, BP), integral component of plasma membrane (cellular component, CC), locomotory behavior (BP), extracellular matrix (CC), dendrite (CC), positive regulation of renal sodium excretion (BP), extracellular region (CC), neuropeptide signaling pathway (BP), extracellular space (CC), protein binding (molecular function, MF), synapse (CC), axon (CC), response to amphetamine (BP), calcium ion binding (MF), peptide hormone binding (MF), axon terminus (CC), neuron differentiation (BP), neuronal cell body (CC), response to mechanical stimulus (BP), and collagen-containing extracellular matrix (CC) (Figure 5A; Supplementary Table S14), which indicated that membrane structures appear to be affected after CUMS treatments. 

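Among the DEGs between C_O and MS_O, 7 of the 6503 GO terms passed an adjusted p of 0.05 by the same Fisher's exact test, and 227 had an unadjusted p under 0.05. Of the 21 terms in Supplementary Table S15, 4 passed and 19 had an unadjusted p under 0.05. Extracellular region held 55 DEGs against 28.4 by chance (adjusted p = 0.00503), of which 49 were higher in MS_O. Proximal/distal pattern formation held 6 of 16 genes, all higher in MS_O (adjusted p = 0.00507). Voltage-gated ion channel activity held 13 DEGs against 3.25 by chance (adjusted p = 0.0206). Ion transport held 25 DEGs against 13.9 by chance and did not pass (adjusted p = 0.528). The abundant genes behind these terms separated the MS_O mice. Dlx1 had an FPKM of 7.25 in MS_O13, 31.7 in MS_O46 and 28.9 in MS_O78, and 3.56 ± 3.23 in C_O. Cacng5 had 8.64, 41.6 and 36.5 in the same mice and 5.47 ± 3.13 in C_O. The number of GO terms and KEGG pathways past the adjusted threshold, 8 together, was 25 without C_O30, 5 without MS_O13 and 2 without C_O72. It was 0 without MS_O78, where 173 had an unadjusted p under 0.05.

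Adjusted over the list alone, 3 of 41 GO terms and pathways passed camera between C_O and MS_O, and none passed fry, where 8 had an unadjusted p under 0.05. Oxygen carrier activity and oxygen transport each had 9 tested genes and 1 DEG, Ngb. As a set, all 9 genes were lower in MS_O by camera (median log2FC -0.79, adjusted p = 0.00995 over the list alone), which neither fry (adjusted p = 0.315) nor an estimated correlation (adjusted p = 0.872) passed. Hbb-bs had an FPKM of 15.3 ± 8.44 in MS_O and 45.4 ± 34.2 in C_O. Within the MS_W group it was 9.57, 4.54 and 136.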

As shown in Figure 5B and Supplementary Table S15, in C_O *vs.* MS_O comparison, the top 20 enriched GO terms included ion transport (BP), voltage-gated ion channel activity (MF), extracellular region (CC), regulation of ion transmembrane transport (BP), ion channel activity (MF), embryonic limb morphogenesis (BP), neuronal cell body (CC), extracellular matrix (CC), neuron projection (CC), transmembrane transport (BP), potassium ion transmembrane transport (BP), multicellular organism development (BP), proximal/distal pattern formation (BP), negative regulation of the Notch signaling pathway (BP), neurofilament (CC), calcium-dependent phospholipid binding (MF), voltage-gated potassium channel activity (MF), regulation of atrial cardiac muscle cell membrane repolarization (BP), axon (CC), oxygen carrier activity (MF), and oxygen transport (BP).

**FIGURE 5:**
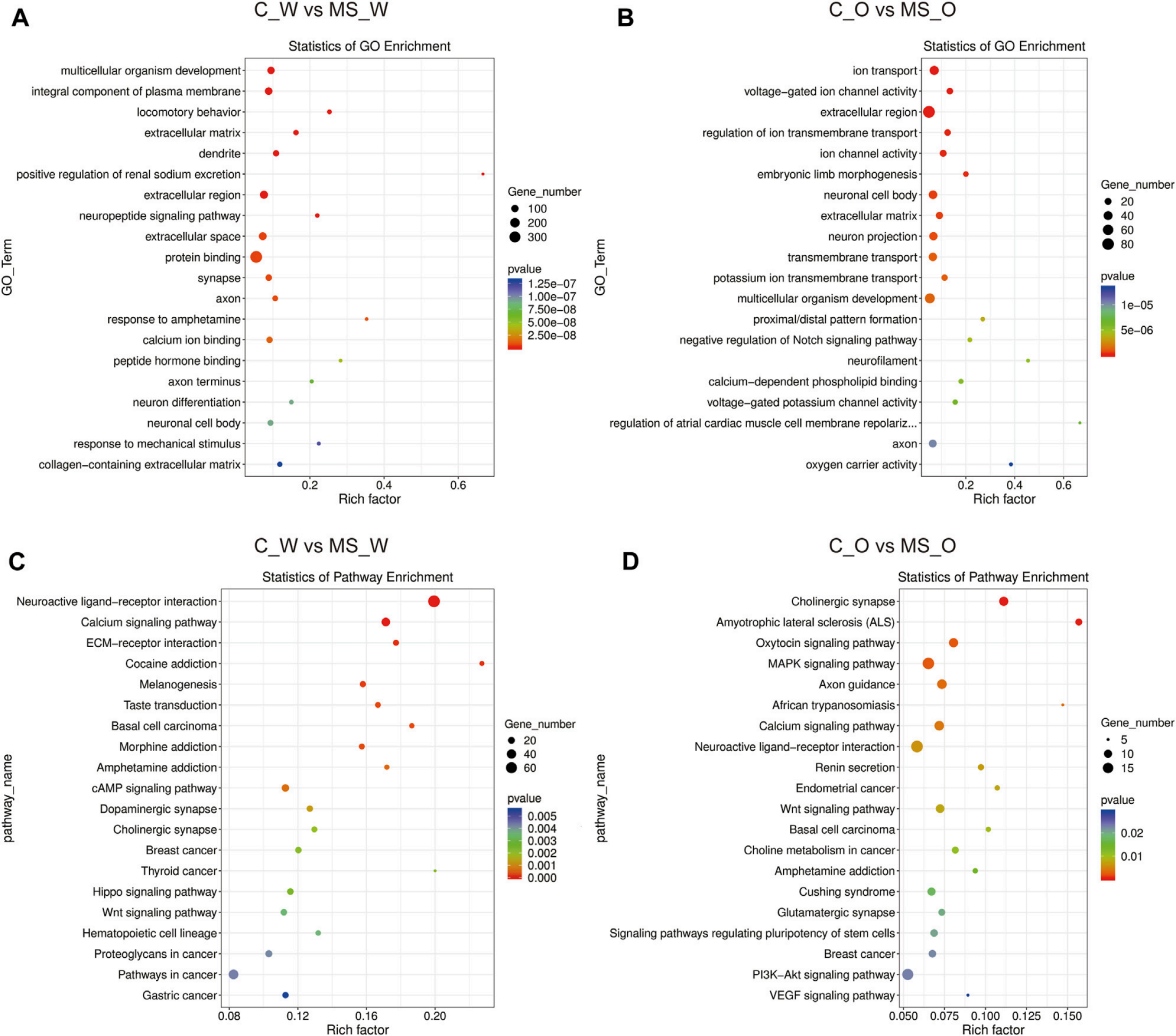
Functional analysis of DEGs under CUMS treatments with or without krill oil supplement. **(A)** Dot plot demonstrates DEG GO enrichment results in the C_W and MS_W comparison. **(B)** Dot plot demonstrates DEG GO enrichment results in the C_O and MS_O comparison. **(C)** Dot plot demonstrates DEG KEGG pathway enrichment results in the C_W and MS_W comparison; top 20 of pathway enrichment analyses are given. **(D)** Dot plot demonstrates DEG KEGG pathway enrichment results in C_O and MS_O comparison; top 20 of pathway enrichment analyses are given.

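Between C_W and MS_W, 2 of 314 KEGG pathways passed an adjusted p of 0.05. Neuroactive ligand-receptor interaction held 46 of its 236 tested genes among the DEGs against 9.8 by chance (adjusted p = 3.03e-17), 38 higher and 8 lower in MS_W. Calcium signaling pathway held 18 against 6.72 (adjusted p = 0.0179). Of the 20 pathways in Supplementary Table S16, 8 had an unadjusted p under 0.05. ECM-receptor interaction held 7 DEGs (adjusted p = 0.761), morphine addiction 6 and cAMP signaling pathway 12 (adjusted p = 1 for both). Cholinergic synapse held 6 DEGs against 4.36 by chance, dopaminergic synapse 5 against 4.94, and cocaine and amphetamine addiction 3 each. Agt, an abundant gene of the first pathway, had an FPKM of 20.5 in MS_W31, 20 in MS_W75 and 63.8 in MS_W95, against 2.75 ± 0.65 in C_W, and 75.1 in C_O72. Tac1 had an FPKM of 19.6, 36.5 and 5.59 in these MS_W mice and 4.07 ± 1.23 in C_W. Among the DEGs of the 10 libraries the neuroactive pathway held 62 DEGs (adjusted p = 4.75e-26), and morphine addiction passed with 13 (adjusted p = 0.0284). With region scores as covariates, also chosen after seeing the data, the neuroactive pathway held only 2 DEGs.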

KEGG pathway annotation results showed that DEGs in the C_W *vs.* MS_W comparison mainly participated in the neuroactive ligand–receptor interaction, calcium signaling pathway, ECM–receptor interaction, cocaine addiction, morphine addiction, amphetamine addiction, cAMP signaling pathway, dopaminergic synapse, and cholinergic synapse pathways (Figure 5C; Supplementary Table S16). In addition, DEGs in the C_O *vs.* MS_O comparison mainly participated in cholinergic synapse, amyotrophic lateral sclerosis (ALS), oxytocin signaling pathway, MAPK signaling pathway, axon guidance, African trypanosomiasis, calcium signaling pathway, neuroactive ligand–receptor interaction, renin secretion, and Wnt signaling pathway (Figure 5D; Supplementary Table S17).

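Neuroactive ligand-receptor interaction was the 1 KEGG pathway past an adjusted p of 0.05 between C_O and MS_O, with 17 DEGs against 6.01 by chance (adjusted p = 0.028), 11 of them higher in MS_O. With region scores as covariates, chosen after seeing the data, it held 5 DEGs. An unadjusted p under 0.05 was reached by 20 of the 314 pathways and by 9 of the 20 in Supplementary Table S17. Cholinergic synapse held 8 DEGs against 2.68 by chance (adjusted p = 0.266), MAPK signaling pathway 15 against 6.5 and oxytocin signaling pathway 10 against 3.47 (adjusted p = 0.181 for both). Wnt signaling pathway (adjusted p = 0.733), axon guidance (adjusted p = 0.96) and calcium signaling pathway (adjusted p = 0.887) held 7 DEGs each, and African trypanosomiasis held 1. Gng4, an abundant DEG of the cholinergic synapse, had an FPKM of 34.6 in MS_O13, 202 in MS_O46 and 159 in MS_O78, against 19.5 ± 13.7 in C_O.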

To further investigate the transcriptomic profile differences between water and oil after CUMS treatment, the transcriptomic analysis was carried out in the whole brain of mice from the MS_W and MS_O groups. 

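Under CUMS, krill oil gave 602 DEGs between the MS_W and MS_O groups, 305 higher and 297 lower in MS_O, with a mean FPKM below 1 for 73.8% of them. On the estimated counts, edgeR gave 213 higher and 358 lower. The count was 936 without MS_O13 and 718 over the 10 libraries. An unadjusted p under 0.05 was reached by 1303 genes, and 12.3% of genes did not overlap between the groups (10% by chance). Mapt alone passed the adjusted threshold, with an FPKM of 59.8 ± 6.41 in MS_W and a log2FC of -2.33 (limma, adjusted p = 0.00184). Past that threshold were 13 genes without MS_W95, 10 without MS_O13, and 2 without MS_W31 or MS_O46. With 10 libraries 58 genes passed, 55 of them lower in MS_O, including Dlk1 (log2FC -2.92, SE 0.166, limma, adjusted p = 0.000564). Tnpo1 (ENSMUSG00000009470, chromosome 13, 98839019 to 98926384) had an FPKM of 6.49 ± 0.637 in MS_W and 0.735 ± 0.227 in MS_O. In the C_W group it was 5.24 in C_W1, 0.505 in C_W64 and 0.847 in C_W70. Baiap3 (ENSMUSG00000047507, chromosome 17, 25242659 to 25256364) had an FPKM of 17.1 ± 3.62 in MS_W and 2.77 ± 0.592 in MS_O. Arhgap36 had an FPKM of 0.334 ± 0.137 in MS_O. Of the regional lists, only the hindbrain list had scores that did not overlap between MS_W and MS_O. The difference was -0.73 (exact permutation p = 0.1), and -0.10 without MS_W95. With any 1 of the 6 libraries left out, 3 or 4 lists did not overlap (4 without MS_W75). Leaving out a library can only keep or raise that number.

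Of these DEGs, 212 were also DEGs between C_W and MS_W, all changed in the opposite direction. Across genes, the log2FC of the CUMS effect and of the krill oil effect under CUMS had a Pearson's r of -0.613 (Spearman's rho -0.549). Both use the MS_W libraries, and simulated groups without any change gave a median r of -0.527, with 398 of 1000 at least as low.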

As shown in Supplementary Table S18, compared to the MS_W group, 627 DEGs were identified in the MS_O group, of which 235 DEGs were upregulated and 392 DEGs were downregulated. In the MS_W *vs.* MS_O comparison (Figure 6A; Supplementary Table S19), the top 20 enriched GO terms included the neuropeptide signaling pathway (BP), peptide hormone binding (MF), neuropeptide hormone activity (MF), neuron projection (CC), positive regulation of the cytosolic calcium ion concentration (BP), regulation of sensory perception of pain (BP), axon (CC), positive regulation of blood pressure (BP), multicellular organism development (BP), glucose homeostasis (BP), positive regulation of transcription, DNA template (BP), terminal bouton (CC), neuronal cell body (CC), positive regulation of insulin secretion (BP), receptor complex (CC), eating behavior (BP), catecholamine biosynthetic process (BP), nitric oxide-mediated signal transduction (BP), feeding behavior (BP), and neuronal cell body membrane (CC). 

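In the MS_W vs. MS_O comparison, 12 of 6503 GO terms passed an adjusted p of 0.05, and 7 of the 20 terms in Supplementary Table S19 were among them. The neuropeptide signaling pathway held 12 DEGs against 1.63 by chance (adjusted p = 0.000118), 10 of them lower in MS_O. Positive regulation of cytosolic calcium ion concentration held 14 (13 lower, adjusted p = 0.00022), peptide hormone binding 8 (adjusted p = 0.000393) and feeding behavior 6 (all lower, adjusted p = 0.0198). Neuron projection held 14 DEGs against 10 by chance, and neuronal cell body 10 against 11.1. Feeding behavior was also the only 1 of the 40 GO terms and pathways tested as sets to pass camera, adjusted over the list alone (29 genes, 5 of them higher in MS_O, adjusted p = 0.000388), and it passed fry (adjusted p = 0.0171). Together with KEGG, 13 terms passed, 24 without MS_W95, 8 without MS_W75, 7 without MS_W31 or MS_O46, and 5 without MS_O78. The 10 libraries gave 39, and the neuropeptide signaling pathway held 19 DEGs (adjusted p = 3.47e-11), against 6 with region scores as covariates. Hcrt, a DEG of feeding behavior, had an FPKM of 5.6 in MS_W31, 0.858 in MS_W75 and 0.144 in MS_W95, and at most 0.11 in MS_O.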

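Of 314 KEGG pathways, neuroactive ligand-receptor interaction alone passed an adjusted p of 0.05 between MS_W and MS_O, with 25 DEGs against 4.77 by chance (adjusted p = 1.07e-09), 22 of them lower in MS_O. It held 38 DEGs over the 10 libraries and 15 with region scores as covariates, both chosen after seeing the data. Calcium signaling pathway held 8 DEGs (adjusted p = 0.781), AMPK signaling pathway 6 (adjusted p = 0.781) and PPAR signaling pathway 4 (adjusted p = 0.85). Cocaine addiction held 2 DEGs and synaptic vesicle cycle held 1. Of the 20 pathways in Supplementary Table S20, 6 had an unadjusted p under 0.05. Oxt, a DEG of the neuroactive pathway, had an FPKM of 0.529 ± 0.231 in MS_O. Scd2, a DEG of the PPAR pathway, had an FPKM of 50.5 ± 8.43 in MS_O and of 296, 298 and 69.1 in the MS_W mice. Scd2 was among the genes at 2 separate levels, and it was also low in C_W64 (42.6) and C_W70 (47.4) but not in C_W1 (269).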

As shown in Figure 6B; Supplementary Table S20, DEGs in the MS_W *vs.* MS_O comparison mainly participated in the neuroactive ligand–receptor interaction, cocaine addiction, synaptic vesicle cycle, amphetamine addiction, calcium signaling pathway, amyotrophic lateral sclerosis (ALS), AMPK signaling pathway, Wnt signaling pathway, regulation of lipolysis in adipocytes, PPAR signaling pathway, and dopaminergic synapse.

**FIGURE 6:**
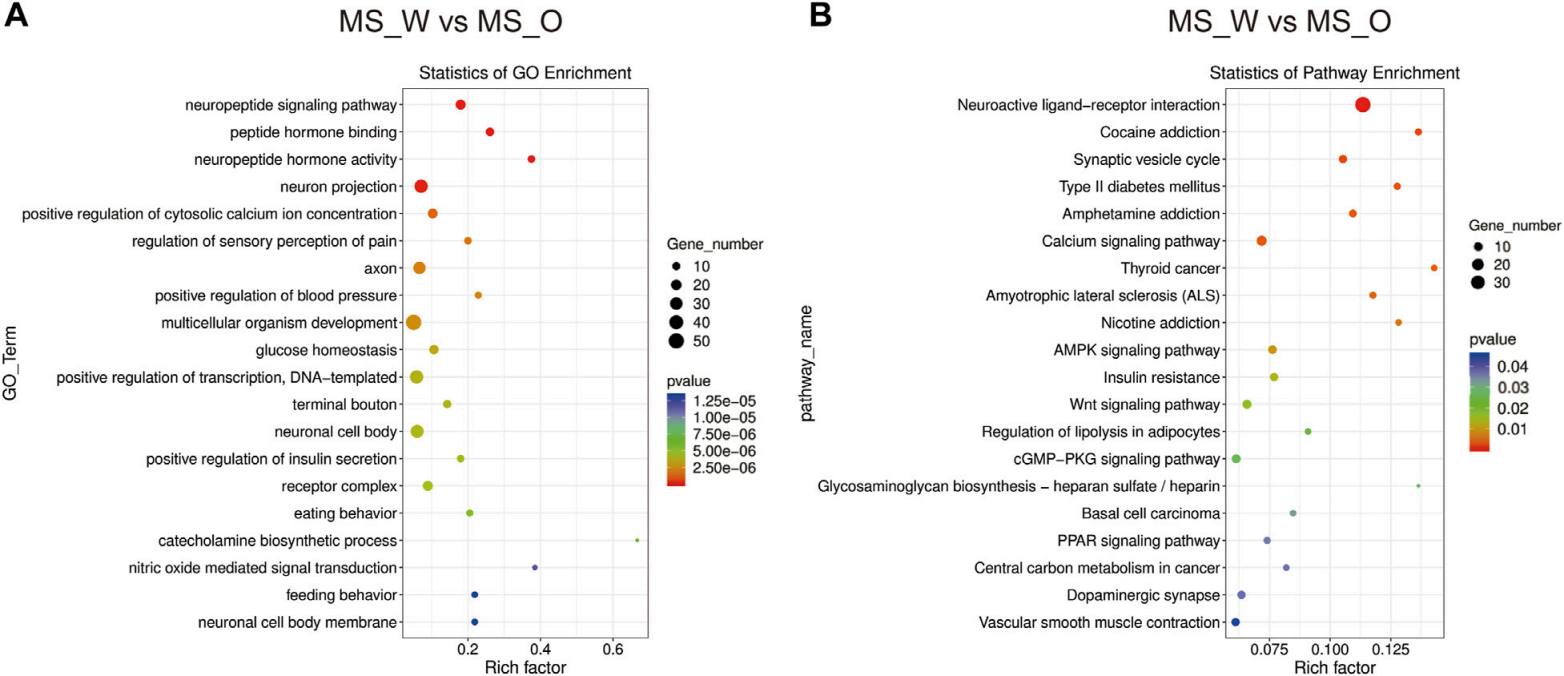
Functional analysis of DEGs in the MS_W and MS_O comparison. **(A)** Dot plot demonstrates DEG GO enrichment results in the MS_W and MS_O comparison. **(B)** Dot plot demonstrates DEG KEGG pathway enrichment results in the MS_W and MS_O comparison; top 20 of pathway enrichment analyses are given.

## Discussion

MDD is a multi-factor disease and has many risk factors, including genetic and environmental factors. Fatty acids, an important nutrient in the diet, are thought to be associated with depression (Fernandes et al., 2017). In this study, we investigated the effect of krill oil on CUMS-induced depression-like behaviors by SPT, YMT, and FST, and found that the krill oil treatment prior to and during CUMS significantly ameliorated depression-like behaviors. In rats, the effects of krill oil on cognition and depression-like behavior were also evaluated, respectively, using the aversive light stimulus avoidance test (ALSAT) and FST, which indicated that active components (eicosapentaenoic acid, docosahexaenoic acid, and astaxanthin) in krill oil facilitate learning processes and provide antidepression-like effects (Wibrand et al., 2013). Using near-infrared spectroscopy and electroencephalography, Konagai et al. (2013) investigated the influence of ingestion of krill oil on cognitive function in elderly, found that krill oil was more effective than sardine oil in activating the cognitive function in the elderly, and concluded that these differences in the effects seem to be related to differences with regard to the incorporation of fatty acids into lipids. In addition, compared to conventional triacylglycerol-DHA, phospholipids-DHA and monoacylglycerol-DHA were efficient carriers of dietary DHA, and led to higher incorporations of DHA erythrocyte lipids (Destaillats et al., 2018). However, similar plasma and red blood cell levels of EPA + DHA were achieved across fish oil and krill oil products when matched for dose, EPA, and DHA concentrations in this 4-week study, indicating comparable oral bioavailability irrespective of formulation (Yurko-Mauro et al., 2015). In addition, the preventive and therapeutic effects of astaxanthin on depression-like behaviors have also been reported in high-fat diet and streptozotocin-treated rats, but the effective doses of astaxanthin in these studies were about 1000-fold higher than the doses provided in the work we report here (Ke et al., 2019). Likewise, although many studies have demonstrated the potential association between n-3 PUFAs and depression (Fernandes et al., 2017), the majority of n-3 PUFAs are incorporated into phosphatidylcholine in krill oil (Ahn et al., 2018; Song et al., 2022). Therefore, it is difficult to assign specific efficacies of n-3 PUFAs or astaxanthin to ameliorate depression-like behaviors and lipid alterations after the observed krill oil supplementation. Nonetheless, these observations suggest that higher doses along with higher-purity components of krill oil should be used in future studies to confirm the effects of krill oil components.

Prolonged exposure to stress can trigger impairments in the brain structure and function, which can lead to pathological processes to some diseases, such as Alzheimer’s disease and depression (Catania et al., 2009; Russell and Lightman, 2019). In this study, we carried out lipidomic analysis to study the impact of CUMS in the whole brain and found that lipid composition in the brain was altered after CUMS treatment. The metabolism of sphingolipids was disrupted with increased SM and decreased Cer levels (Figure 2; Table 2). This disruption has also been found in other studies, in which the levels of Cer in the prefrontal cortex (PFC) and hippocampus were found to increase after chronic stress, and SM decreased (Gulbins et al., 2013; Oliveira et al., 2016). However, no changes in the Cer levels were found in the amygdala and cerebellum (Oliveira et al., 2016). These differences may be caused by different brain areas or diverse fatty acid branches. Interestingly, compared with the C_O or MS_W groups, the level of GlcCer was significantly increased in the MS_W group. GlcCer is the simplest member and precursor of a fascinating class of membrane lipids, the glycosphingolipids, which are implicated in the pathogenesis of various diseases, including glycosphingolipidoses, peripheral neuropathies, and secretory diarrhea (Jeyakumar et al., 2002; van Meer et al., 2003; Zhang and Kiechle, 2004). The focus of our future attention will be on whether GlcCer plays a role in ameliorating depression-like behaviors and whether its role has brain area specificity.

Importantly, glycerophospholipid metabolism was also disrupted with the decreased PS and PC levels (Figure 2; Table 2), and the level of DHA incorporated in PS and PC was lowered in response to CUMS. This is consistent with what other studies have shown, in which DHA levels decreased in both the hippocampus and serum (Zadeh-Ardabili et al., 2019). DHA is a primary structural component of the brain and plays an extremely important role in the division of brain cells, nerve conduction, nerve synaptic plasticity, and nerve myelin production (Bazinet and Laye, 2014; Song et al., 2016). However, several randomized clinical trials have shown that n-3 PUFAs can improve the clinical depression scores in adults (Grosso et al., 2014; Mischoulon et al., 2015), which have been predominantly attributed to EPA (Grosso et al., 2014). Clinical studies have reported that EPA has antidepressant effects, especially when used in combination with DHA (Mocking et al., 2016; Mendoza et al., 2018). In our study, when supplemented with krill oil, CUMS did not lead to a decrease in DHA levels in the brain or cause severe depression-like behaviors. These studies indicated that DHA might be a predictive marker for depression. However, the relationship between DHA and symptoms of depression should be explored by a direct side-by-side comparison of pure EPA and pure DHA (Weiser et al., 2015).

The cause of depression is multifactorial, and the pathogenesis of depression is still the topic of scientific research (An et al., 2020; Song and Wang, 2021). In this study, CUMS led to depression-like behavior in mice, mRNA expression profiling was explored, and 1,096 DEGs were screened in the whole brain after CUMS treatment. 

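Integral component of plasma membrane had 776 tested genes, of which 64 were DEGs between C_W and MS_W against 32.2 by chance. Its adjusted p by Fisher's exact test was 9.36e-05, number 7 in rank among the GO terms tested, and 46 of the 64 were higher in MS_W. Over the 10 libraries it held 91 DEGs (adjusted p = 6.6e-11), and with region scores as covariates 5. As a set it rose in MS_W by a median log2FC of 0.09, where the median over all tested genes was 0.06. The set did not pass camera (adjusted p = 0.866 over the list alone), whereas fry gave an adjusted p of 0.0346. Tmem130, an abundant DEG of this term, had an FPKM of 111 ± 8.45 in MS_W and 50.5 ± 3.56 in C_W (limma, adjusted p = 0.185), and 97.9 in C_O72. Rtn4r had 15.4 ± 2.11 in MS_W and 47.3 ± 1.65 in C_W, and 8.83 in C_O72.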

Subsequent GO analysis found that these genes were mainly enriched in the integral components of the plasma membrane and the KEGG pathway in neuroactive ligand–receptor interaction, which was consistent with our previous transcriptome sequencing results in the NAc, amygdala, and VTA of depression-like mice (Si et al., 2018; Sun et al., 2018; Shen et al., 2019). Interestingly, the top 20 GO terms enrichment after supplementation krill oil during CUMS were not enriched in the integral component of the plasma membrane, and the KEGG pathways were also changed. These results suggested that krill oil supplementation not only changed lipid metabolism but also transcription. 

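With krill oil, integral component of plasma membrane held 36 DEGs between C_O and MS_O against 22 by chance, with an unadjusted Fisher's exact p of 0.00248 and an adjusted p of 0.435, and was number 37 in rank. Over the 10 libraries it held 46 DEGs and was number 13 in rank (adjusted p = 0.192). Whether CUMS shifted this set differently with and without krill oil was tested by camera on the interaction. It gave an unadjusted p of 0.718 over the 12 libraries and 0.138 over the 10. Such a test reads a shift of the whole set up or down. Between C_W and MS_W, where the term passed Fisher's exact test, camera gave an unadjusted p of 0.596. It therefore cannot decide whether the enrichment among DEGs changed with krill oil. By camera on the interaction over the 12 libraries, 3 other terms passed an adjusted p of 0.05 over the terms of a comparison. Each had a lower response to CUMS under krill oil. They were positive regulation of renal sodium excretion among the terms of C_W vs. MS_W (adjusted p = 0.0023), and feeding behavior (adjusted p = 0.000223) and positive regulation of blood pressure (adjusted p = 0.016) among those of MS_W vs. MS_O. These calls use the preset correlation of 0.01, and the study chose the terms on these libraries. The score of the hypothalamus list was 1.46 in MS_W31 and 1.04 in MS_W75, and at most 0.13 in any other library. A difference in tissue content was therefore not excluded for these 3 terms. Between MS_W and MS_O, integral component of plasma membrane held 28 DEGs (Fisher's exact test, adjusted p = 0.615), and 41 over the 10 libraries (adjusted p = 0.00032).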

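The interaction of CUMS and krill oil tests directly whether the response to CUMS changed with krill oil. No gene passed an adjusted p of 0.05 (smallest 0.106, Mapt), and 1546 genes had an unadjusted p under 0.05, against 1070 by chance. For Mapt the interaction log2FC was -2.16 (SE 0.252). Mapt passed in 6 of 24 alternatives, and its adjusted p was up to 0.421 over the others. Those it passed were array weights, leaving out C_W64, C_O15 or C_O72, and, chosen after seeing the data, DESeq2 and the 10 libraries. The number past the adjusted threshold was 20 without C_O15, 10 without C_O72, 8 without MS_W95, 5 without MS_O13, 3 without C_W1, 2 without C_W64, and 1 without C_W70, MS_W31 or MS_O46. It was 31 over the 10 libraries, 29 of them with a lower log2FC under krill oil, among them Dlk1 (interaction log2FC -2.98, SE 0.235, limma, adjusted p = 0.00513) and Pde10a (-3.38, SE 0.389, limma, adjusted p = 0.023). On the estimated counts of the same 10 libraries, edgeR put 1 gene past the threshold. Weighting the libraries with limma's array weights gave 32. From the top GO terms and KEGG pathways that differed when krill oil was given, the paper proposes that krill oil changed transcription as well as lipid metabolism.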

To explore the connection among transcription, lipid metabolism, and behaviors, we attempted to investigate the DEGs in the MS_W *vs.* MS_O comparison and uncovered some genes that may be implicated in the connection, such as *Gcnt1*, *Plekha2*, *Sgpp2*, and *B3galt1*. 

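In the MS_W vs. MS_O comparison, B3galt1 and Plekha2 met the criteria for DEGs, and Gcnt1 and Sgpp2 did not. None passed the adjusted threshold over all tested genes in the fit of the 4 groups. B3galt1 passed in the fit of the 2 groups compared (adjusted p = 0.04) and with DESeq2 (adjusted p = 0.00173), and its adjusted p was up to 0.98 over the other alternatives. B3galt1 (ENSMUSG00000034780, chromosome 2, 67565871 to 68122689) had an FPKM of 4.14 ± 0.19 in MS_O and 0.928 ± 0.179 in MS_W, a log2FC of 1.42 (SE 0.307, unadjusted limma p of 0.000855, adjusted 0.368). In the C_W group its FPKM was 0.86 in C_W1, 3.74 in C_W64 and 4.07 in C_W70. B3galt1 thus also lay at 2 separate levels, which divided the C_W group. It was 0.728 to 1.13 in C_W1 and every C_O and MS_W mouse, and 3.74 to 4.33 in the other libraries. Only genes with a mean FPKM of at least 5 were searched for such levels, and B3galt1 was below that. Plekha2 (ENSMUSG00000031557, chromosome 8, 25039144 to 25102376) had an FPKM of 13.6 ± 6.36 in MS_O and 5.66 ± 2.95 in MS_W, a log2FC of 1.13 (SE 0.452, unadjusted limma p of 0.0305, adjusted 0.805). It was 6.42 in MS_O13 and 7.96 in MS_W31, so the groups overlapped. Gcnt1 (ENSMUSG00000038843, chromosome 19, 17326141 to 17356667) had an FPKM of 3.39 ± 2.16 in MS_O and 1.23 ± 0.438 in MS_W, a log2FC of 0.83 (SE 0.404, unadjusted limma p of 0.066). Its FPKM was 0.903 in MS_O13, and without that library its log2FC was 1.35 and it met the criteria. Sgpp2 (ENSMUSG00000032908, chromosome 1, 78310345 to 78420289) had an FPKM of 4.23 ± 1.26 in MS_O and 11.8 ± 11.5 in MS_W, a log2FC of -0.96 (SE 0.611, unadjusted limma p of 0.146). Its FPKM was 25.1 in MS_W95 and 27.1 in C_O72, and without MS_W95 its log2FC was -0.27. Plekha2 no longer met the criteria without MS_W95 (log2FC 0.69), MS_O46 (0.86) or MS_O78 (0.98). Over the 10 libraries only B3galt1 met the criteria, and with DESeq2 on the estimated counts, the alternative that moved this number most, all 4 did. With region scores as covariates, the log2FC was -0.10 for Gcnt1, 0.093 for Plekha2 and 0.055 for Sgpp2, and none of these met the criteria. B3galt1 still met them, with a log2FC of 1.05. These 3 alternatives were chosen after seeing the data.

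**Figure D2:**
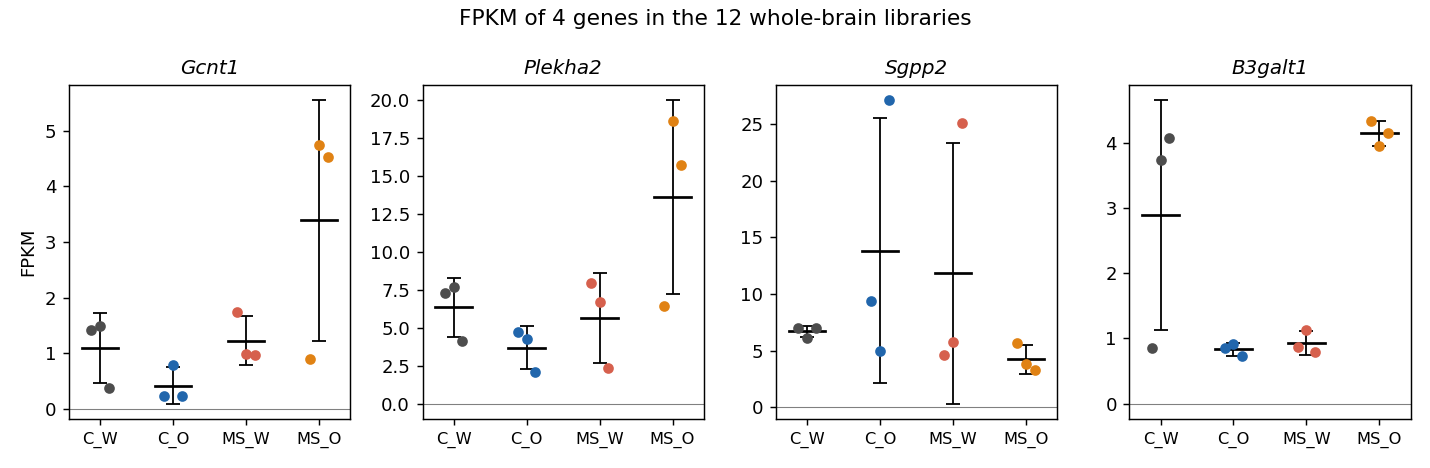
FPKM of Gcnt1, Plekha2, Sgpp2 and B3galt1 in the C_W, C_O, MS_W and MS_O groups. Points are mice (3 per group), lines are means and error bars are SD. B3galt1 lies between 3.95 and 4.33 in the MS_O mice and between 0.79 and 1.13 in the MS_W mice.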

Their significance in the prevention and treatment of depression will need to be validated in the future by multidisciplinary research.

The major limitations to the present investigation were the use of water as a control rather than another neutral oil treatment. The association between oils and depression-like behaviors is complex, involving saturated and unsaturated fatty acids, n-3 unsaturated fatty acids, and n-6 multi-unsaturated fatty acids, as well as EPA and DHA. Therefore, various higher-purity components of krill oil should be used to study the relationship between brain function and fatty acid composition in the brain tissue. Taken together, we found that CUMS-induced depression-like behaviors were ameliorated by krill oil supplementation, with significant changes in mRNA and lipid composition in the whole brain. This study enhanced our understanding of the relationship between lipids and depression and provided new potential strategies for the prevention and treatment of depression.

## Data Availability

The data presented in the study are deposited in the Gene Expression Omnibus (GEO) repository, accession number GSE237760, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE237760.

# Supplementary material for: Krill oil treatment ameliorates lipid metabolism imbalance in chronic unpredicted mild stress-induced depression-like behavior in mice
**Source:** Front Cell Dev Biol. 2023 Jul 26;11:1180483. doi: 10.3389/fcell.2023.1180483
**Supplement:** Supplementary file 1

**Table S1. CUMS stress**

| Stress | Definition |
| --- | --- |
| Circadian rhythm disturbance | Living with irregular illumination |
| Social isolation | Living in a cage alone |
| White noise | Audible hissing sound (70 dB) |
| Empty cage with water | Staying in a cage with water (100 ml) |
| Inclined cage | Staying in 45°-slanted cage |
| Empty cage | Staying in a cage without sawdust |
| Restraint space | Staying in a body-fitted container |
| Humid cage | Staying in wet sawdust-filled cage |
| Inclined cage with water | Staying in 45°-slanted cage with 50 ml water in its low end |
| Strobe light | Flashes at 2.5 Hz (500lux) |

**Table S2. CUMS operation process**

| Weeks | Days | Stress Combination and duration | Illumination |
| --- | --- | --- | --- |
| 1 | d1 | SL 21:00-10:00; EC 21:00-10:00 | 11:00-21:00 |
|  | d2 | RS 13:00-14:00 | 7:00-19:00 |
|  | d3 | HC 8:00-13:00; RS 15:30-18:30 | 11:00-19:00 |
|  | d4 | WN 11:00-15:00; HC 17:00-23:00 | 0:00-12:00 |
|  | d5 | RS 10:30-12:30; EC 14:00-21:00; SL 23:00-9:00 | 4:00-22:00 |
|  | d6 | EC 10:00-22:00; IC 22:00-14:00 | 12:00-18:00 |
|  | d7 | HC 10:00-16:00 | 19:00-5:00 |
| 2 | d1 | RS 15:00-16:00; WN 16:00-21:00 | 21:00-4:00 |
|  | d2 | RS 13:00-15:00; IC; SL 20:00-9:00 | 10:00-17:30 |
|  | d3 | RS 11:00-13:00; WN 18:30-10:30 | 8:00-20:00 |
|  | d4 | HC 9:30-18:00 | 22:00-3:00 |
|  | d5 | RS 9:00-10:00; SL 22:00-10:00 | 14:00-20:00 |
|  | d6 | ECW 10:00-20:00 | 6:00-17:00 |
|  | d7 | WN 9:00-14:00; EC 22:00-13:00 | 19:00-7:00 |
| 3 | d1 | EC; SL 21:00-11:00 | 3:00-13:00 |
|  | d2 | RS 13:00-15:00 | 14:00-22:00 |
|  | d3 | ECW 9:00-17:00; WN 20:00-2:00 | 0:00-8:00 |
|  | d4 | HC 13:00-21:30; SL 15:30-21:30 | 23:00-13:00 |
|  | d5 | RS 10:00-13:00; ICW; SL 21:00-9:00 |  |
|  | d6 | HC 9:30-21:30 | 5:00-12:00 |
|  | d7 | WN 10:30-16:30 | 17:00-23:00 |
| 4 | d1 | RS 12:00-15:00; EC; SL 21:00-11:00 | 6:00-21:00 |
|  | d2 | HC 11:30-21:30; SL 10:30-21:30 | 7:00-19:00 |
|  | d3 | RS 13:00-15:00; WN 9:30-16:30 | 11:00-19:00 |
|  | d4 | ECW 9:00-19:00; WN 11:00-20:00 | 0:00-12:00 |
|  | d5 | RS 10:00-13:00; ICW; SL 21:00-9:00 | 4:00-22:00 |
|  | d6 | WN 8:30-15:30 | 12:00-18:00 |
|  | d7 | ECW 11:00-20:00 | 17:00-23:00 |

Note: EC, empty cage; ECW, empty cage with water; IC, inclined cage; ICW, inclined cage with water; HC, humid cage; RS, restraint space; WN, white noise; SL, strobe light.

# Supplementary material for: Krill oil treatment ameliorates lipid metabolism imbalance in chronic unpredicted mild stress-induced depression-like behavior in mice
**Source:** Front Cell Dev Biol. 2023 Jul 26;11:1180483. doi: 10.3389/fcell.2023.1180483
**Supplement:** Supplementary file 1

**Table S12. High throughput sequencing mRNA data**

| **Sample Name** | **Raw Data** | **Valid Data** | **Valid Ratio**  **(reads)** | **Mapped reads** | **Unique Mapped reads** |
| --- | --- | --- | --- | --- | --- |
| **RC_O-1** | 49729982 | 48502980 | 97.53% | 96.20% | 78.35% |
| **RC_O-2** | 40875244 | 39952890 | 97.74% | 94.75% | 76.14% |
| **RC_O-3** | 36379166 | 35556570 | 97.74% | 94.55% | 75.11% |
| **RC_W-1** | 53466038 | 52182332 | 97.60% | 95.93% | 77.06% |
| **RC_W-2** | 51063766 | 49870450 | 97.66% | 95.09% | 76.96% |
| **RC_W-3** | 54263436 | 52964512 | 97.61% | 95.67% | 77.74% |
| **RMS_O-1** | 51669042 | 50407958 | 97.56% | 96.05% | 77.47% |
| **RMS_O-2** | 41516806 | 40519136 | 97.60% | 95.32% | 77.20% |
| **RMS_O-3** | 41194044 | 40176924 | 97.53% | 95.73% | 77.26% |
| **RMS_W-1** | 40535770 | 39519500 | 97.49% | 96.04% | 77.47% |
| **RMS_W-2** | 36455716 | 35552302 | 97.52% | 96.10% | 77.32% |
| **RMS_W-3** | 44610030 | 43570228 | 97.67% | 95.52% | 76.91% |

# Supplementary material for: Krill oil treatment ameliorates lipid metabolism imbalance in chronic unpredicted mild stress-induced depression-like behavior in mice
**Source:** Front Cell Dev Biol. 2023 Jul 26;11:1180483. doi: 10.3389/fcell.2023.1180483
**Supplement:** Supplementary file 1

**Table S3. Tukey’s multiple comparisons test of Sucrose preference test (SPT) in Figure 1.**

| **Multiple comparisons** | **Mean Difference.** | **Significant?** | **Summary** | **Adjusted P-value** |
| --- | --- | --- | --- | --- |
| Control+Water vs. CUMS+Water | 17.06 | Yes | * | 0.0227 |
| Control+Water vs. Control+Oil | -3.153 | No | ns | 0.9401 |
| Control+Water vs. CUMS+Oil | -0.8564 | No | ns | 0.9986 |
| CUMS+Water vs. Control+Oil | -20.21 | Yes | ** | 0.0041 |
| CUMS+Water vs. CUMS+Oil | -17.92 | Yes | * | 0.0120 |
| Control+Oil vs. CUMS+Oil | 2.297 | No | ns | 0.9728 |

**Table S4. Double-tailed analysis of Sucrose preference test (SPT) in Figure 1.**

| **ANOVA table** | **DF** | **F** | **Significant?** | **P-value** |
| --- | --- | --- | --- | --- |
| Interaction | 1 | 3.686 | No | 0.0655 |
| Oil Factor | 1 | 6.336 | Yes | 0.0181 |
| CUMS Factor | 1 | 7.507 | Yes | 0.0108 |

Note. two asterisks show p < 0.01, One asterisk show p < 0.05 in which two-way ANOVA was used for the comparisons among Control+Water, Control+Oil , CUMS+Water and CUMS+Oil groups.

**Table S5. Tukey’s multiple comparisons test of Y-maze test (YMT) in Figure 1.**

| **Multiple comparisons** | **Mean Difference.** | **Significant?** | **Summary** | **Adjusted P-value** |
| --- | --- | --- | --- | --- |
| Control+Water vs. CUMS+Water | 18.93 | Yes | *** | 0.0009 |
| Control+Water vs. Control+Oil | 1.324 | No | ns | 0.9898 |
| Control+Water vs. CUMS+Oil | 4.202 | No | ns | 0.7661 |
| CUMS+Water vs. Control+Oil | 17.61 | Yes | ** | 0.0013 |
| CUMS+Water vs. CUMS+Oil | -14.73 | Yes | ** | 0.0078 |
| Control+Oil vs. CUMS+Oil | 2.878 | No | ns | 0.9003 |

**Table S6. Double-tailed analysis of Y-maze test (YMT) in Figure 1.**

| **ANOVA table** | **DF** | **F** | **Significant?** | **P-value** |
| --- | --- | --- | --- | --- |
| Interaction | 1 | 7.140 | Yes | 0.0126 |
| Oil Factor | 1 | 13.18 | Yes | 0.0012 |
| CUMS Factor | 1 | 4.979 | Yes | 0.0342 |

Note. Three asterisks show p < 0.001, two asterisks show p < 0.01 in which two-way ANOVA was used for the comparisons among Control+Water, Control+Oil , CUMS+Water and CUMS+Oil groups.

**Table S7.** **Tukey’s multiple comparisons test of Forced swimming test (FST) in Figure 1.**

| **Multiple comparisons** | **Mean Difference.** | **Significant?** | **Summary** | **Adjusted P-value** |
| --- | --- | --- | --- | --- |
| Control+Water vs. CUMS+Water | -72.39 | No | ns | 0.0918 |
| Control+Water vs. Control+Oil | 24.73 | No | ns | 0.8367 |
| Control+Water vs. CUMS+Oil | 6.875 | No | ns | 0.9955 |
| CUMS+Water vs. Control+Oil | -97.13 | Yes | * | 0.0107 |
| CUMS+Water vs. CUMS+Oil | 79.25 | Yes | * | 0.0461 |
| Control+Oil vs. CUMS+Oil | -17.88 | No | ns | 0.9229 |

**Table S8.** **Double-tailed analysis of Forced swimming test (FST) in Figure 1.**

| **ANOVA table** | **DF** | **F** | **Significant?** | **P-value** |
| --- | --- | --- | --- | --- |
| Interaction | 1 | 1.758 | No | 0.1960 |
| Oil Factor | 1 | 4.820 | Yes | 0.0369 |
| CUMS Factor | 1 | 6.395 | Yes | 0.0176 |

Note. One asterisk show p < 0.05 in which two-way ANOVA was used for the comparisons among Control+Water, Control+Oil , CUMS+Water and CUMS+Oil groups.

How the deposited data were processed for this re-analysis (not part of the article)

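The samples were 12 whole brains of male C57BL/6J mice, 3 each from the C_W, C_O, MS_W and MS_O groups, and each brain gave 1 library of poly(A) RNA. The FPKM values were made by the authors, who filtered paired-end reads, aligned them with HISAT to the mouse genome, assembled and merged transcripts with StringTie and estimated expression with Ballgown, and who listed a gene without an estimate at 0.0001 (205 other values lay below that). The estimated count values were also made by the authors and were not scaled between libraries. For 1732 genes with a single transcript, each equals FPKM times transcript length times a factor per library, with a median deviation of 0.0479%, so they were derived from coverage and are not counts of single reads. The versions of these tools and the handling of reads with several alignments are not stated. GO and KEGG terms were those of the authors' table, which gives GO terms for 21922 genes and KEGG pathways for 6917 genes. Gene symbols were not unique for 118 names, and genes were tracked by identifier.

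Before the data were examined, the tests, the groups, most of the alternatives, the gene lists and the rule for naming genes were chosen. The gene lists were written from general knowledge of mouse brain regions and cell types, but after the supplementary tables of the paper had been read. The main test was limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend) on log2(FPKM + 1), with 1 fit of the 4 groups to the 21393 genes with a mean FPKM of at least 0.1. This plan held edgeR for the case that only counts were given, and an earlier plan to use edgeR on the estimated counts as the main test was given up in favour of it. The ratio of group mean FPKM, with a mean of 0 set to 0.0001, gave the fold change for the DEG criteria of the paper. GO terms and KEGG pathways with at least 5 tested genes were tested by a one-sided Fisher's exact test of DEGs against the other tested genes with an annotation, and the terms that the paper names were also tested as sets by limma's camera at a preset correlation of 0.01, with p adjusted over that list. Both adjustments followed Benjamini and Hochberg. Scores of 18 gene lists (hypothalamus, hindbrain, midbrain dopamine, striatum, cerebellum, olfactory bulb, thalamus, cortex, hippocampus, choroid plexus, pituitary, meninges, blood, oligodendrocyte, astrocyte, microglia, endothelium and immediate early genes) were means of log2(FPKM + 1) over the genes of a list, compared by exact permutation tests of 3 mice against 3.

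Genes are named where the paper names them, where they are the first 3 of a comparison in Supplementary Table S13, where they had the largest changes past the adjusted threshold without overlap of the groups (up to 3 higher and 3 lower, or the smallest unadjusted p where none passed), where they are among the 3 most abundant DEGs of a term discussed, or where they belong to a gene list or to the oxygen carrier term. The genes named for the 10 libraries without C_O72 and MS_W95, Hoxc4, and the genes at 2 separate levels were chosen after their values were seen. The values of 1 gene are not reported here.

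The alternatives were pseudocounts of 0.1 and 0.01, no filter or a mean FPKM of at least 1, quantile normalization, libraries centred on their median, fits of only the 2 groups compared, an ordinary linear model per gene with Ballgown's library size covariate, robust eBayes, array weights, other definitions of the fold change, another gene background, estimated correlation and fry for sets, and leaving out each library in turn. Added after seeing the data were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the estimated counts, the 10 libraries without C_O72 and MS_W95, and region scores as covariates. The covariates were the mean of the hindbrain and cerebellum scores, the striatum score and the olfactory bulb score. The fold change for the DEG criteria was not adjusted for them. Correlations of log2FC between comparisons were set against 1000 simulations of unchanged groups with the spread of the real libraries. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

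The smallest C_W library had 69768244 estimated counts, above every MS_W library (at most 61608502), while the largest libraries of C_O and MS_O had 70097375 and 72601163, and FPKM are relative to this depth. The tests were checked on simulated data. With the spread of the real libraries, limma recovered 62.5% of 200 genes changed 4-fold at an adjusted p under 0.05, with 12 false calls, and the DEG criteria recovered 92% with 686 false calls. With a dispersion of 0.02, limma recovered 99%. Behavior, lipid and sequence data were not analysed here, and no library was left out of the main results.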

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

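Of the tests in this part, those of library size, of GC content and transcript length, and with DESeq2 were chosen only after the result was seen.

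Hindbrain and cerebellum genes, which the paper does not discuss, stood above every C_W library in C_O72 (2.06 and 2.83 on the log2 scale, relative to the mean of the 12 libraries) and in MS_W95 (1.62 and 4.27). The signals are in genes outside those the paper discusses. Slc6a5 and Tph2, the most abundant genes of the hindbrain list, had an FPKM of 47.2 and 3.13 in C_O72 and of 16.4 and 20.5 in MS_W95, against at most 0.389 in C_W. Pvalb and Car8 of the cerebellum list had 294 and 48 in C_O72, 396 and 222 in MS_W95, and at most 70.2 and 2.22 in C_W. The paper's tables of DEGs hold 4 of the 13 hindbrain genes and 8 of the 10 cerebellum genes, and 6 and 10 of them had a mean FPKM of at least 1. A separate list of 30 regulators of forebrain and hindbrain development was then tested. Of the 27 with enough expression, 25 (92.6%) were in the order that more hindbrain and less forebrain gives, 12 of 12 hindbrain and 13 of 15 forebrain regulators, and the next best of the 66 pairs of libraries reached 3.7%. Library size is argued against, since r was higher by 0.039 between C_O72 and MS_W95 (50912906 and 61608502 estimated counts) than between C_O72 and MS_W75, whose total is nearly that of C_O72 (51748181). A few genes taking most of the counts are excluded by the share of the 10 most abundant genes, 22.8% in C_O72 and 21.1% in MS_W95 against 18% to 24.4% in the other 10. GC content and transcript length are excluded as the whole difference, because they explain 1.2% of its variance across 21359 genes, against 76.8% to 91.7% when a trend of the same size was planted in pairs of the other 10 libraries. A candidate explanation is that the tissue of these 2 libraries held more hindbrain and cerebellum than the other 10, and little forebrain. The test was relative, since the hindbrain regulators Hoxa4, Hoxb2 and Hoxb6 were listed at 0.0001 in each of the other 10. It cannot tell whether these 2 held more hindbrain than a whole brain or the other 10 held less. Whether such a difference arose in dissection, in sampling of the homogenate or from a mislabelled sample was not tested. The design gives no condition that these 2 mice share and the other mice of their groups lack, so no biological explanation was tested.

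The pituitary gene Gh had an FPKM of 47.3 in C_O72 and at most 0.353 in C_W. Prl, another pituitary gene, had 1.38 in C_O72 and was listed at 0.0001 in the other 11 libraries, and Cga, Pitx1 and Lhb were near or at 0.0001 in C_O72. These values belong to a gene list that the paper does not analyse. Of the 7 genes in that list, 1 had a mean FPKM of at least 1 and none was in the paper's tables. No technical or biological explanation was tested for it.

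In 4 results every library moved one way with krill oil in the absence of CUMS and the opposite way with krill oil under CUMS. For Doc2b the interaction log2FC was -2.06 (limma, adjusted p = 0.199), and its FPKM was higher in each C_O and each MS_W mouse than in any C_W mouse and lower in each MS_O mouse than in any MS_W mouse. For Shank2 the interaction log2FC was 1.77, and its FPKM was 9.02 ± 3.28 in MS_W and 13.2 ± 0.677 in MS_O. For Gm13710 the interaction log2FC was 0.66 (limma, adjusted p = 0.24), and it was listed at 0.0001 in every MS_W mouse and had an FPKM of 0.305 ± 0.0154 in C_W. For the hindbrain genes the difference between the krill oil changes with and without CUMS was -1.58, and this difference was not tested. In the limma fit of all 12 libraries none of the 3 genes passed an adjusted p of 0.05 for the interaction, where 1546 genes had an unadjusted p under 0.05. Doc2b passed with array weights (adjusted p = 0.0419), without C_O15 (0.0187) and with DESeq2 (1.32e-07), and its adjusted p was up to 0.984 over the other alternatives. Gm13710 passed with DESeq2 (adjusted p = 0.0166) and reached 0.984 over the others. For Doc2b the interaction was -1.87 to -2.28 across the fits that each left out 1 library. The hindbrain difference rests on C_O72 and MS_W95, whose regulators were in the order of more hindbrain in 92.6% of cases, so a difference in tissue content may underlie it. For the 3 genes, a true effect of krill oil on the response to CUMS stays open, as does a difference in tissue content.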

How the results depend on the processing

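In this part, the tests with edgeR, DESeq2, region scores as covariates and the 10 libraries without C_O72 and MS_W95 were chosen only after the result was seen. Counts in this part are given in the order MS_W vs. C_W, MS_O vs. C_O, C_O vs. C_W and MS_O vs. MS_W, unless a comparison is named. Against 983, 764, 377 and 602 DEGs, no filter on low values gave 1660, 1349, 892 and 1205, and a mean FPKM of at least 1 gave 366, 299, 122 and 153, since these change the genes tested. The limma difference as fold change gave 264, 170, 54 and 101, where the pseudocount of 1 shrinks changes of genes with low FPKM. The linear model with Ballgown's covariate gave 434, 141 and 356 (MS_O vs. MS_W), DESeq2 gave 612 for C_O vs. C_W, and region scores as covariates gave 196, 269, 148 and 335, and the cause was not tested.

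The genes past the adjusted threshold were 1, 1, 0 and 1 (760 with an unadjusted p under 0.05 for C_O vs. C_W). They were 121, 2 and, for MS_O vs. MS_W, 12 in fits of the 2 groups compared. Array weights gave 824, 7 and, for MS_O vs. MS_W, 105, and for the interaction 32. They gave C_O72 a weight of 0.17, MS_W95 of 0.24, MS_O13 of 0.5 and the others 1.23 to 2.05. With DESeq2 they were 389, 172, 54 and 79, with 151 for the interaction, and in the 10 libraries 246, 3, 1 and 58, with 31 for the interaction. With Ballgown's covariate they were 0, 0 and, for MS_O vs. MS_W, 0 (1909, 1281 and 1400 with an unadjusted p under 0.05), and with region scores 0 for MS_W vs. C_W and 0 for MS_O vs. C_O (1277 and 1078). Apart from the array weights, which give C_O72 and MS_W95 little weight as the 10 libraries give them none, the cause was not tested.

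For GO terms and KEGG pathways among DEGs (62, 8, 11 and 13), a mean FPKM of at least 1 gave 32, 3, 6 and 1, and the 10 libraries gave 121, 7 (C_O vs. C_W) and 39 (MS_O vs. MS_W). Testing DEGs that rose and fell apart gave 5 (MS_O vs. C_O) and 17 (C_O vs. C_W), edgeR gave 14 and 29 for the same comparisons, and for C_O vs. C_W every annotated gene as background gave 7 and 0.1 added to both means gave 7. For terms as sets, with 1 (MS_W vs. C_W), 3 (MS_O vs. C_O) and 1 (MS_O vs. MS_W), an estimated correlation gave 0, 0 and 0 (1, 1 and 1 with an unadjusted p under 0.05), fry gave 7 and 0 (19 and 8) for the first comparisons, the 10 libraries gave 4 for MS_W vs. C_W and 7 for MS_O vs. MS_W, and without the genes of the region and cell type lists 0 passed for MS_O vs. C_O (5 with an unadjusted p under 0.05). The gene lists without overlap were 5 (MS_O vs. C_O), 4 (C_O vs. C_W) and 3 (MS_O vs. MS_W) in the 10 libraries, against 1, 2 and 1. Leaving out libraries can only keep or raise these numbers. A pseudocount of 0.1 gave 1 (C_O vs. C_W) and 2 (MS_O vs. MS_W), and quantile normalization gave 2 (MS_O vs. MS_W). Apart from the lists in the 10 libraries, the cause was not tested.

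Of the 4 genes that the paper names, 2 met the DEG criteria, but 1 in the fit of 2 groups, 1 with Ballgown's covariate, 1 in the 10 libraries, 1 with region scores and 4 with DESeq2. Some changes of these genes reversed. For MS_W vs. C_W, Plekha2 (-0.23) and Sgpp2 (0.38) had a log2FC of 1.01 and -1.28 with Ballgown's covariate, 0.15 and -0.18 with array weights, 0.21 and -0.31 in the 10 libraries, and 0.74 and -0.52 with region scores, where B3galt1 (-0.88) had 0.72. With region scores, C_O vs. C_W gave 0.49 for Gcnt1, 0.43 for Plekha2 and -0.28 for Sgpp2, and MS_O vs. MS_W gave -0.10 for Gcnt1 (0.83) and 0.055 for Sgpp2 (-0.96). The cause was not tested.

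Leaving out each library in turn gave 746 to 1180, 474 to 1251, 251 to 888 and 463 to 936 DEGs, and 0 to 58, 1 to 112, 1 to 4 and 1 to 13 genes past the adjusted threshold, the 0 being without MS_W75 (2183 with an unadjusted p under 0.05). The most were without MS_W95 (58), MS_O13 (112), C_W1 (4) and MS_W95 (13). The interaction gave 0 to 20 genes, with 20 without C_O15 and 0 without C_O30, MS_W75 or MS_O78 (2081, 1622 and 1154). GO terms and pathways ranged over 20 to 109, 0 to 25, 0 to 33 and 5 to 24, with 0 without MS_O78 (173 with an unadjusted p under 0.05) and without C_W64 or C_O72 (134 and 163). Gene lists without overlap ranged over 8 to 10, 1 to 6, 2 to 6 and 3 to 4, and leaving out a library cannot lower their number. Of the 4 named genes, 1 to 3 met the criteria. For MS_W vs. C_W, Gcnt1 ranged from -0.16 to 0.27 (lowest without C_W70, and -0.03 without MS_W31), Plekha2 from -0.50 to 0.21 and Sgpp2 from -0.31 to 0.80 (both reversed without MS_W95). The correlation of the CUMS and krill oil changes ranged from -0.73 to -0.42.

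Of the other results for single genes, 24 became stronger and 4 weaker among the alternatives chosen at the start, and 567 kept their direction and side of the threshold. Among those added, 25 became stronger and 2 weaker, and 111 did not change side. Mapt lost its adjusted call for MS_O vs. C_O with Ballgown's covariate (adjusted p = 0.678) and region scores (0.052). For MS_O vs. MS_W it lost the call with Ballgown's covariate (adjusted p = 0.161). Doc2b lost its call for MS_W vs. C_W with Ballgown's covariate (0.49), with region scores (0.789) and without MS_W75 (0.0555). With libraries centred on their median, 346 DEGs rose and 631 fell for MS_W vs. C_W. Of the summary counts and correlations, 153 were within the margin among the alternatives chosen at the start and 114 moved beyond it. Among the alternatives added, 26 were within it and 30 moved beyond it. No paired analysis was possible because mouse numbers are not shared between groups. Fits of 2 groups and other definitions of the fold change do not apply to the interaction and were not run for it. Depth limits genes with low FPKM, which were 62.1%, 60.5%, 66.8% and 73.8% of DEGs (mean below 1).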

Differences from the paper's values

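In this part, the tests on 10 libraries and with edgeR and DESeq2 were chosen only after the result was seen.

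For MS_O vs. C_O, 603 DEGs were higher in MS_O against the paper's 398. A gap is called closed in this part where a value came within a margin of the paper's value. A closed gap can therefore still hold most of the difference, as with 593 for a pseudocount of 0.1. Of the 18 alternatives set before the data were examined, those within the margin were pseudocounts of 0.1 (593) and 0.01 (535), quantile normalization (534), centred libraries (438), the fit of 2 groups (528), robust eBayes (594), 0.1 added to both means (512), and leaving out C_O15 (543), C_O72 (571), MS_O46 (357) or MS_O78 (429). The other alternatives, no filter (945), a mean FPKM of at least 1 (245), the linear model with Ballgown's covariate (97), array weights (749), the limma difference as fold change (146) and leaving out C_O30 (729) or MS_O13 (966), did not close the gap. For the same comparison 161 DEGs were lower against the paper's 275. No filter (404), quantile normalization (205), centred libraries (323), array weights (245), and leaving out C_O15 (311), C_O30 (394), C_O72 (200) or MS_O13 (285) closed this gap, and the other alternatives set before the data were examined, with 24 to 179, did not. Of the alternatives chosen after seeing the values, edgeR (439 higher, 284 lower) and DESeq2 (506 and 330) closed both gaps, the 10 libraries (683 and 233) closed the gap in lower DEGs, and region scores as covariates (161 and 108) closed neither.

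Between C_W and C_O, 185 DEGs were higher in C_O against the paper's 368. No filter (407) and leaving out C_O15 (500) or C_O30 (339) closed the gap, and the other alternatives set before the data were examined (28 to 231) did not. The DEGs lower in C_O were 192 against the paper's 105. The linear model with Ballgown's covariate (125), 0.1 added to both means (146) and leaving out C_O72 (138) closed the gap, and the other alternatives set before the data were examined (26 to 485) did not. Of the alternatives chosen after seeing the values, edgeR (399 higher, 122 lower) and DESeq2 (465 and 147) closed both gaps, and the 10 libraries (175 and 175) and region scores (79 and 69) closed neither.

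The term multicellular organism development held 62 DEGs for MS_W vs. C_W against the paper's 98. Of the alternatives set before the data were examined, no filter (69), array weights (77) and leaving out MS_W31 (66) or MS_W75 (73) closed the gap, and the others (21 to 65) did not. Chosen after seeing the values, edgeR (79), DESeq2 (84) and the 10 libraries (80) closed it, and region scores (6) did not. Ion transport held 25 DEGs for MS_O vs. C_O against the paper's 43. No filter (29), array weights (31) and leaving out C_O30 (45) or MS_O13 (42) closed the gap, and the other alternatives set before the data were examined (0 to 26) did not. Chosen after seeing the values, DESeq2 (34) and the 10 libraries (29) closed it, and edgeR (26) and region scores (5) did not. Integral component of plasma membrane held 64 DEGs for MS_W vs. C_W against the paper's 107. No filter (81), array weights (87) and leaving out MS_W31 (72) or MS_W95 (74) closed the gap, and the others set before the data were examined (25 to 71) did not. Chosen after seeing the values, the 10 libraries without C_O72 and MS_W95 (91), edgeR (75) and DESeq2 (84) closed it, and region scores (5) did not.

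The paper names Gcnt1 and Sgpp2 as DEGs between MS_W and MS_O, and neither met the criteria here, with unadjusted limma p of 0.066 and 0.146. Gcnt1 met them under array weights (log2FC 1.05), without MS_O13 (1.35) and with DESeq2 (1.47), which was chosen after seeing the values. Sgpp2 met them only with DESeq2 (log2FC -1.42), chosen after seeing the values. Their ratios of mean FPKM were those of the paper's tables.

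Of the terms in the paper's tables of top GO terms and pathways, 15 of 40 passed an adjusted p of 0.05 for MS_W vs. C_W, 5 of 41 for MS_O vs. C_O and 8 of 40 for MS_O vs. MS_W. Among those that did not were protein binding (220 DEGs, 233 by chance), oxygen carrier activity (1 DEG) and synaptic vesicle cycle (1 DEG). The number was 17 for MS_W vs. C_W with every annotated gene as background and 12 for MS_O vs. C_O without C_O30, the highest of the alternatives set before the data were examined, and 18 for MS_W vs. C_W and 9 for MS_O vs. MS_W in the 10 libraries, which were chosen after seeing the values. The paper describes the term integral component of plasma membrane as absent from the top GO terms with krill oil, and in the 10 libraries, chosen after seeing the values, it was number 13 in rank between C_O and MS_O. The interaction for this term had an unadjusted camera p of 0.718. That test reads a shift of the whole set and cannot decide whether the enrichment among DEGs changed.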

Other observations

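In this part, the tests of the globin genes, of a factor shared by the libraries and of genes without exon overlap were chosen only after the result was seen. The thresholds that define genes at 2 separate levels were set by exploring these data. For the share of DEGs that follow the region scores, the comparison with reorderings of the libraries was added, and the rule for reading it was revised, after values were seen.

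The counts were compared with those from every division of the 6 libraries of a comparison into 3 and 3, the real division included, of which there are 10. As many DEGs as in the real groups came from 1 of the 10 divisions for MS_W vs. C_W, 3 for MS_O vs. C_O, 3 for C_O vs. C_W and 3 for MS_O vs. MS_W. As many genes past the adjusted threshold came from 4, 4, 10 and 5 of the 10 divisions, in the same order, where the 10 for C_O vs. C_W was bound to occur because the real groups gave 0 (760 with an unadjusted p under 0.05). As many GO terms and KEGG pathways came from 1, 5, 2 and 2. As many terms passed as sets in 4 (MS_W vs. C_W), 3 (MS_O vs. C_O) and 4 (MS_O vs. MS_W). For MS_W vs. C_W the real groups gave 983 DEGs, against 253 to 526 in the other divisions. They gave 62 GO terms and pathways, against at most 59. No share below 0.1 is possible with 10 divisions, so even these counts cannot be told apart from chance divisions. For each of the remaining counts, at least 1 division other than the real groups gave as many, so they cannot be told apart either. The most DEGs between C_O and MS_O mice, 1260 with 215 genes past the adjusted threshold, came from C_O15, C_O30 and MS_O13 against C_O72, MS_O46 and MS_O78. For the interaction, 100 of 100 divisions of the 12 libraries gave as many genes, since the real groups gave 0 (1546 with an unadjusted p under 0.05), 19 gave at least 1 and the highest gave 33.

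Whether differences in brain regions underlie the DEGs was tested by predicting the direction of each DEG from its relation to the region scores in the groups that were not compared. Of the DEGs, 79.7% followed the scores for MS_W vs. C_W, 71.7% for MS_O vs. C_O, 54.6% for C_O vs. C_W and 69.9% for MS_O vs. MS_W, against 63.6%, 58%, 57.3% and 60% of other genes with matched expression. When the region scores were reordered among the libraries within each group not compared, 4, 6, 12 and 1 of 36 orders gave a share as high. Without C_O72 and MS_W95 the shares were 73.7%, 69.3%, 49.7% and 59.6%, and 4, 4, 4 and 2 of 12 orders gave as much. For MS_O vs. MS_W with 12 libraries a difference in the regions that the tissue held may therefore account for part of the DEGs. For the other comparisons with 12 libraries such a difference and an effect of CUMS or krill oil cannot be told apart, because too many orders reached the share. With 10 libraries they cannot be told apart either, because 12 orders are too few to give a share under 0.05. On simulated data the share was 92.4% with regions planted and 50.2% without. In C_O72 and MS_W95 the regulators pointed to hindbrain (92.6%), and among the other 10 libraries the olfactory bulb gene Cdhr1 had an FPKM of 86.5 in MS_O46, 83.7 in MS_O78 and 0.498 in C_O15.

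The hemoglobin genes differed within groups, with an FPKM of Hbb-bs from 4.54 in MS_W75 to 136 in MS_W95. Alas2, an enzyme of heme synthesis in red blood cells, followed the globin genes within groups with a Pearson's r of 0.962 (exact permutation p = 0.00309 over 1296 regroupings). This r was 0.874 without C_O72 and MS_W95. Blood left in the tissue is a candidate explanation for this spread. All 5 genes of the blood list are in the paper's tables of DEGs. An effect of CUMS or krill oil on blood content was not excluded.

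Of 7506 genes with a mean FPKM of at least 5, 27 had libraries at 2 separate levels at least 1 log2 unit apart, against 0.4 on average and at most 2 in 20 simulations. Among them were Mapt, Scd2, Snx3, Sumo2 and Mir8114. The 27 genes divided the libraries in 27 distinct ways, which argues against a factor shared by the libraries, such as a batch. An exon of another gene on the same strand overlapped 7 of them (25.9%), against 8.4% of the other genes (Fisher's exact p = 0.00594), so reads or transcripts assigned to an overlapping gene are a candidate explanation for some. The other 20 genes overlap no such exon, which argues against it for them. Mapt is among these 20 and was the only 1 whose division followed the groups, with MS_O low. For these 20, assignment of reads in the transcript assembly of each library was not tested, and an effect of krill oil under CUMS on Mapt stays open.

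The correlation of -0.613 between the CUMS change and the krill oil change under CUMS is within what the shared MS_W libraries give by themselves. Simulated unchanged groups lay between -0.887 and 0.277, with the most extreme draws at each end left out. The correlation is not evidence that krill oil counteracted the CUMS change.

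Among the 10 libraries, edgeR on the estimated counts put 106 genes past the adjusted threshold for MS_W vs. C_W, of which 97 were shared with the 246 of limma, 4 for MS_O vs. MS_W and 1 for the interaction, which was among the 31 of limma. Drd2, another of the 246, had a log2FC of 3.32 (limma, adjusted p = 0.0337), and its FPKM was 24.4 in MS_W31, 32.2 in MS_W75 and 2.9 in MS_W95. These 2 tests were run on groups that leave 2 mice in MS_W.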
